# Oxidant-NO dependent gene regulation in dogs with type I diabetes: impact on cardiac function and metabolism

**DOI:** 10.1186/1475-2840-9-43

**Published:** 2010-08-24

**Authors:** Caroline Ojaimi, Shintaro Kinugawa, Fabio A Recchia, Thomas H Hintze

## Abstract

**Background:**

The mechanisms responsible for the cardiovascular mortality in type I diabetes (DM) have not been defined completely. We have shown in conscious dogs with DM that: *1*) baseline coronary blood flow (CBF) was significantly decreased, *2*) endothelium-dependent (ACh) coronary vasodilation was impaired, and *3*) reflex cholinergic NO-dependent coronary vasodilation was selectively depressed. The most likely mechanism responsible for the depressed reflex cholinergic NO-dependent coronary vasodilation was the decreased bioactivity of NO from the vascular endothelium. The goal of this study was to investigate changes in cardiac gene expression in a canine model of alloxan-induced type 1 diabetes.

**Methods:**

Mongrel dogs were chronically instrumented and the dogs were divided into two groups: one normal and the other diabetic. In the diabetic group, the dogs were injected with alloxan monohydrate (40-60 mg/kg iv) over 1 min. The global changes in cardiac gene expression in dogs with alloxan-induced diabetes were studied using Affymetrix Canine Array. Cardiac RNA was extracted from the control and DM (n = 4).

**Results:**

The array data revealed that 797 genes were differentially expressed (P < 0.01; fold change of at least ±2). 150 genes were expressed at significantly greater levels in diabetic dogs and 647 were significantly reduced. There was no change in eNOS mRNA. There was up regulation of some components of the NADPH oxidase subunits (gp91 by 2.2 fold, P < 0.03), and down-regulation of SOD1 (3 fold, P < 0.001) and decrease (4 - 40 fold) in a large number of genes encoding mitochondrial enzymes. In addition, there was down-regulation of Ca^2+ ^cycling genes (ryanodine receptor; SERCA2 Calcium ATPase), structural proteins (actin alpha). Of particular interests are genes involved in glutathione metabolism (glutathione peroxidase 1, glutathione reductase and glutathione S-transferase), which were markedly down regulated.

**Conclusion:**

our findings suggest that type I diabetes might have a direct effect on the heart by impairing NO bioavailability through oxidative stress and perhaps lipid peroxidases.

## Background

Diabetes mellitus (DM) is a multifactorial disease which is characterized by hyperglycemia, lipoprotein abnormalities [1] and altered intermediary metabolism of major food substrates [2]. In addition, the generation of free radicals often worsens the complications of DM such as hypertension, atherosclerosis and microcirculatory disorders [3,4]. Changes in lipid levels and consequent disorders of lipid metabolism and stress have been observed in DM [5]. Due to altered intermediary metabolism in DM, a feature present in both type 1 and type 2 DM, patients with type 2 DM, even in the absence of clinical cardiovascular disease, have a reduced maximal oxygen consumption compared with non-diabetic people [6]. On the other hand, several studies have reported that the basal metabolic rate is increased in diabetic states [7,8]. This increase is a reflection of the increased metabolic demands in DM.

Diabetes mellitus is usually associated with coronary artery disease. Since the discovery of nitric oxide (NO), a number of studies have revealed impaired endothelium-dependent vasorelaxation in diabetic animals [9,10]. Our previous study [11] has indicated that reflex, NO-dependent coronary vasodilation is depressed in conscious dogs after the development of alloxan-induced diabetes, suggesting a reduced ability of coronary blood vessels to produce NO. Furthermore, in another study [12], we have shown that: 1) kallikrein causes a decrease in O_2 _consumption in cardiac muscle from normal dogs, which is mediated by kinin and NO mechanisms; and *2*) the modulation of O_2 _consumption by endogenous NO is depressed in cardiac muscle from diabetic dogs, whereas the modulation of O_2 _consumption by exogenous NO is still preserved. The mechanism responsible for the depressed modulation of O_2 _consumption by endogenous NO is likely because of the decreased release of NO from the vascular endothelium rather than mitochondrial dysfunction. Various studies have shown that there is also evidence for mitochondrial dysfunction in the heart from the diabetic rat and mouse [13-16]. In addition, another study by Linke et al [17] showed significant changes in the myocardial substrate (glucose) utilization in dogs only in the late stage of diabetes at a time when myocardial NO production is already decreased. DNA microarrays have been used in every aspect of biological and medical research, including obesity and type 2 diabetes mellitus (T2D) in human and various small animal models [18]. Therefore, we sought to investigate cardiac gene expression changes in a canine model of alloxan-induced type 1 diabetes. We subsequently, compared and contrasted these changes to the cardiac functional and metabolic effects that we previously observed.

## Methods

### Surgical instrumentation and *in vivo *protocol

The protocols were approved by the Institutional Animal Care and Use Committee of New York Medical College and conform to the guiding principles for the use and care of laboratory animals of the National Institutes of Health and the American Physiological Society. The loss of body weight in the diabetic dogs was specifically discussed at the meeting of the Institutional Animal Care and Use Committee. Dogs were weighed every other day.

#### Surgical Preparation

Male Mongrel dogs (24.5-29 kg body wt, *n *= 8) were premedicated with acepromazine (0.3 mg/kg im) and anesthetized with pentobarbital sodium (25 mg/kg iv). A thoracotomy was performed, and instruments were implanted for measurement of pressure, flow, and blood sampling as described previously [11].

#### Induction of Diabetes in Conscious Dogs

The protocol used for these groups of control and diabetic dogs was the same as reported in our previous studies [11,12,17]. Mongrel dogs were chronically instrumented for measurements of systemic hemodynamics. The control hemodynamics were recorded 10-14 days after the surgery. After the control recording, the dogs were divided into two groups: one normal (*n *= 4) and the other diabetic (*n *= 4). In the diabetic group, the dogs were injected with alloxan monohydrate (40-60 mg/kg iv) over 1 min. Alloxan was prepared as a 5% solution in citrate buffer (pH 4-4.5). Blood gases and plasma glucose were measured on *days 3 *and *7 *after alloxan injection. In some dogs whose plasma glucose levels were below 200 mg/dl at *day 3 *after injection of alloxan, a second injection of alloxan was given. Only dogs with blood glucose >200 mg/dl (fasted for at least 16 h) on *day 7 *were included in the diabetic group. Before and after the development of diabetes, the dogs had free access to water. Systemic hemodynamics were measured again after 3-5 wk. For microarray analysis, DM dogs were sacrificed at 4 weeks after alloxan injection and the LV of the heart was harvested and stored at -80°C for only two weeks before RNA isolation was performed and sent to microarray facility for quality control, labeling and hybridization to Affymetric microarray.

#### Recording Techniques

Arterial pressure, LV pressure, left circumflex coronary blood flow (CBF), and internal diameters were measured; heart rate (HR), mean arterial pressure, and mean CBF were derived in conscious dogs, as we described previously [11]. Measurements were recorded continuously throughout the course of the experiment. Baseline measurements were taken after the dog was resting quietly on the table for 40 min.

### RNA isolation

Total cardiac RNA was extracted at the same time from left ventricular tissue of control (n = 4), and DM dogs (n = 4) with a commercial RNA isolation kit using Trizol (TRI REAGENT, Sigma, Saint Louis Missouri) as described previously [19,20]. RNA samples were stored at -80°C for two weeks before microarray labeling and hybridization. Two quality control measures are carried out on a small aliquot of the isolated RNA samples: 1) a spectrophotometric analysis to confirm the concentration and to detect contaminating proteins and other molecules, and 2) a size fractionation procedure using the Agilent Bioanalyzer 2100 (Agilent Technologies) to determine whether the RNA is intact. The later was performed at the Bionomics Research and Technology Center (BRTC), Rutgers University.

### Microarray labeling and hybridization

The microarray labeling and hybridization procedures were carried out at the Bionomics Research and Technology Center (BRTC), Rutgers University. The microarray labeling, hybridization and analysis procedures were described previously in detail [19]. In brief, each individual sample was subjected to gene expression analysis via the Affymetrix Canine Genome Array, which was subsequently processed and scanned according to the manufacturer's instructions. The GeneChip^® ^Canine Genome Array was the first available commercial canine expression array and contains over 23,813 *Canis familiaris *probe sets to monitor gene expression for over 16,000 *Canis familiaris *full length transcripts.

### Microarray data analysis

All arrays referred to in this study were assessed for "array performance" prior to data analysis. This process involved the statistical analysis of control transcripts that are spiked into the samples themselves and the hybridization cocktail to assess array performance. In addition, several genes have been identified on each array to help assess the overall quality of signal intensity from all arrays. The results of this analysis were helpful to validate the reproducibility of each array at baseline, allowing us to define the lower level of sensitivity sufficient to identify small changes in biologically relevant genes.

Prior to analysis, data from each hybridization were processed using Microarray Suite software, v 5.0 (MAS 5.0) to yield average difference values corresponding to signal intensity for each probe-set. Distinct algorithms were used to determine the absolute call, which distinguishes the presence or absence of a transcript, the differential change in gene expression (increase (I), decrease (D), marginal increase (MI), marginal decrease (MD), and no change (NC)), and the magnitude of change, which is represented as signal log ratio (on a log base 2 scale). In brief, the algorithm which defines the presence or absence of a gene takes into consideration several qualitative and quantitative metrics from the raw data set. T-tests were performed on the normalized signal values prior to exploring additional analyses.

All the hybridization data have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database GEO: http://www.ncbi.nlm.nih.gov/geo with GEO Accession Numbers for series GSE14887. The raw pixels data were imported into GeneTraffic MULTI and all subsequent analyses were performed on a GeneTraffic server (GeneTraffic v. v. 3.2-11, Iobion Informatics, La Jolla, CA). All the microarray data were analyzed and normalized using a Robust Multi-Chip Analysis algorithm (RMA). The average of all the control animal data sets was used as the baseline for the analysis.

### Statistical Analysis

Hemodynamic data were expressed as mean ± SEM and compared by one-way ANOVA followed by Dunnet's test. For the microarray analysis, statistical significance for changes in gene expression was performed in GeneTraffic using a two-class method (*t*-test) and with variance stabilization. Due to the overwhelming amount of information generated from microarray analysis, differences were considered statistically significant at a nominal significance of *P *≤ 0.01 and at least ± 2 -fold change in expression between control and DM dogs. However, for a subset of genes of interest (such as gp91), we considered *P *≤ 0.05 as a significant value.

## Results

### Hemodynamics and cardiac function

The hemodynamic data for these dogs were measured in this study and they were similar to our previously reported data [11,12,17]. In our previous studies; we have shown that insulin levels in plasma were significantly decreased, whereas glucose levels in plasma were significantly increased during the development of diabetes (all *P *< 0.05). In this current study with new group of animals, we also showed that induction of diabetes mellitus increased arterial glucose levels from 74 ± 2 to 291 ± 32 at *week 1*, to 310 ± 33 at *week 2*, to 317 ± 41 at *week 3*, and to 279 ± 43 at *week 4*, respectively (*P *< 0.05 vs. control) similar to our previous data [17]. Furthermore, dogs had clinical signs of diabetes, i.e., polyuria, polydipsia and weight loss (25.1 ± 0.7 to 20.5 ± 0.9 kg at *week 4*).

In addition, our current data showed that LVSP was reduced (125 ± 6 mmHg to 107 ± 8 mmHg) and LV dP/d*t *did not change from control (2762 ± 216 to 2374 ± 343 mmHg/s) during diabetes. MAP decreased gradually, and this reduction reached statistical significance 102 ± 7 to 91 ± 6 mmHg at *week 4*. Moreover, at *week 4 *of diabetes, heart rate and mean CBF were significantly diminished ( 28 ± 5 ml/min to 18 ± 4 ml/min) and (100 ± 7 to 76 ± 14 beats/min), respectively, compared with control (*P *< 0.05).

### Global gene transcript profiling

Our microarray analysis was performed on heart tissues taken at 4 weeks after induction of DM. 

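Left ventricular RNA of 4 control dogs and 4 DM dogs was measured on the Affymetrix Canine Genome Array, with 1 array per dog. The control dogs are named D5, D6, D7 and D8 in the deposited labels, and the DM dogs 0292, 0294, 1087 and 1111. The DM dogs had received 40 to 60 mg/kg alloxan, a toxin of the insulin-producing beta cells, and their hearts were taken after 4 weeks. The general description in the deposit gives more dogs per group than the methods, and another range of body weight. Only these 8 arrays were analysed here. The deposited values are MAS 5.0 signals on a linear scale. The authors scaled each array so that its mean signal, after trimming 2% at either end, is 500 (at most 500.1 in these arrays). The RMA normalization of the methods is not in these values, and it was not repeated here. From there, the signals were quantile normalized, an offset of 16 was added and log2 was taken. DM and control dogs were compared in 23836 probe sets with limma, and p values were adjusted by Benjamini-Hochberg. These steps, the gene lists, the markers of cell types, the named genes' rule and most alternatives were fixed before the data were examined, while the paper's own tables had been read. The number of arrays limits the precision. The hybridization controls, 18 probe sets for transcripts that are added to every sample in fixed amounts, measure the array and not the heart. Their mean deposited signal was 13.88 ± 1.27 log2 in control dogs and 16.32 ± 1.05 in DM dogs (SD, n = 4 each; exact permutation test, two-sided p = 0.0571). Control dog D8 had 15.77, the other control dogs had 13.09 to 13.36, and the DM dogs had 15.17 to 17.72. The signal of the 3′ probe set of actin exceeded that of the 5′ probe set, a measure of RNA integrity and labelling, by 3.30 ± 2.38 log2 in control dogs and 5.66 ± 1.53 in DM dogs (exact permutation test, p = 0.171), with 6.67 in D8. The 5′ signal of actin was 4.71 log2 in D8 and 5.27 to 5.64 in 0292, 0294 and 1111, as low as the weakest control levels of the tested probe sets (4.35 to 5.77) and not shown to lie above background, so the actin differences of these 4 dogs may be larger than given. For GAPDH the same difference was 4.28 ± 1.17 in control dogs and 1.80 ± 1.05 in DM dogs (exact permutation test, p = 0.0286, the smallest that 4 dogs against 4 allow). It was 5.96 in D8, the highest of all 8 arrays, and 0.63 to 3.14 in DM dogs. The 3′ signal of GAPDH was itself lower in DM dogs (9.59 ± 1.31 log2 against 14.39 ± 1.35), which can narrow this difference whatever the RNA integrity. On the deposited scale the difference was 3.53 ± 1.63 and 1.85 ± 1.43 (exact permutation test, p = 0.171). Each control array correlated with the other control arrays at a mean r of 0.842 ± 0.0445 across probe sets, and each DM array with the other DM arrays at 0.623 ± 0.0505 (exact permutation test, p = 0.0286). Arrays of a group share pairs in these means, which were taken within the given groups. This p therefore cannot decide whether the groups differ in spread. The lowest values were 0.776 in D8 and 0.549 in 0292. The 27 poly-A control probe sets, for transcripts added before labelling, had 5.60 ± 0.31 log2 in control dogs and 6.31 ± 0.55 in DM dogs after quantile normalization (exact permutation test, p = 0.0571). The paper states that the RNA of both groups was extracted at the same time. No batch or scan date of the arrays is given in the sources used here, and the control and DM arrays were deposited in separately numbered runs, so an array batch and diabetes cannot be told apart.

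**Figure D1:**
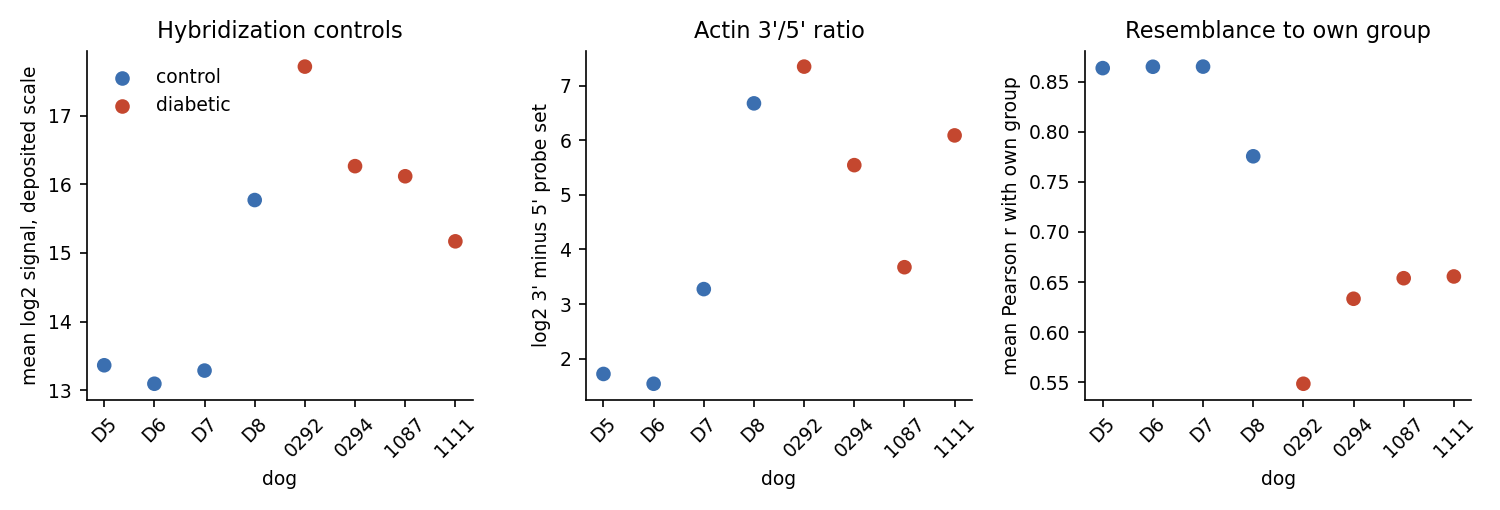
Array measures of the 4 control dogs and the 4 DM dogs, 1 point per dog. The panels show the mean log2 deposited signal of the hybridization controls, the log2 difference between the 3′ and the 5′ actin probe sets, and the mean Pearson r of each array with the arrays of its own group. Control dog D8 has 15.77, 6.67 and 0.776. The actin difference is limited by a weak 5′ signal in D8, 0292, 0294 and 1111.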

From our current and previously published data [17], this is the time when glucose uptake was low. Earlier times were mainly fueled by keto-acid uptake. 

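In DM dogs, expression fell in ARAF, TMEM9B, TMEM179B and 1 probe set with no listed gene name, and rose in 0 probe sets, at an adjusted p under 0.05 from limma. Chance cannot be excluded for these 4, since another split of the 8 arrays into 4 and 4 gave 20 probe sets past this threshold. That split sets the 4 arrays with the lowest hybridization controls (13.09 to 15.17 log2) against the 4 with the highest (15.77 to 17.72). A difference in array quality may thus give more such probe sets than the split by diabetes. ARAF, a kinase of the growth factor signalling cascade, was 10.63 ± 0.75 log2 in control dogs and 5.84 ± 1.00 in DM dogs (SD, n = 4 each), and fell by 4.79 log2 (SE 0.67, adjusted p = 0.0500 after rounding). TMEM9B, a membrane protein of lysosomes, fell by 4.61 (SE 0.63) and TMEM179B, another membrane protein, fell by 4.03 (SE 0.57). The unnamed probe set 1591004_at fell by 4.36 (SE 0.62), and each of the 4 had the same adjusted p. In DM dogs TMEM9B, TMEM179B and the unnamed probe set averaged 5.39, 5.36 and 4.93 log2, as low as the weakest control levels (4.35 to 5.77). Detection calls were not used here, so these DM values are not shown to lie above background, and the size of the 4 decreases depends on the offset. Without offset they fell by 4.86 to 5.51, and with an offset of 64 by 2.98 to 3.89. The calls depended on these settings too. Without offset, 0 probe sets passed an adjusted p under 0.05, and 0 passed without quantile normalization, while 442 passed with an offset of 64. In each of these 4 probe sets, every DM dog had a lower value than every control dog. By the criteria of the methods, which are a nominal P of at most 0.01 in the methods' t-test and at least 2-fold, 581 probe sets were higher and 591 were lower in DM dogs. After Benjamini-Hochberg adjustment of that test, 9 higher and 12 lower probe sets were left. At an unadjusted p under 0.05 from limma, 1856 probe sets were higher and 2138 lower. The DM and control dogs did not overlap in 2572 probe sets, or 10.8%, against a chance share of 2.86%. Without single arrays these counts moved. Without control dog D8, 95 probe sets were higher and 195 lower at an adjusted p under 0.05 from limma, and without DM dog 1111 these were 94 and 327. Without DM dog 1087, 1 probe set was lower, and without any 1 of the other dogs there were 0. The total of 1172 probe sets past the criteria of the methods became 611 without D5, 606 without D6 and 657 without D7. Without DM dog 1111 it was 1593, of which 600 were higher and 993 lower. Without D8 and 0292 together, an alternative chosen after seeing the data, 462 probe sets were higher and 462 lower at an adjusted p under 0.05 from limma, and 1924 passed the criteria of the methods.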

When statistical analysis was performed using *P *≤ 0.01 and ± 2.0 fold change in comparison to the control group, our result showed that 797 genes were differentially expressed in DM in comparison to control dogs. Of these, 150 genes were expressed at significantly greater levels in diabetic dogs and 647 were significantly reduced. 

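Among genes with higher values in DM dogs was SPP1, which encodes osteopontin, a secreted matrix protein made by macrophages among other cells. SPP1 was 9.10 ± 0.54 log2 in control dogs and 12.99 ± 0.94 in DM dogs (SD, n = 4 each), a log2 fold change of 3.89 (SE 0.64, adjusted p = 0.0606). Among the lower ones was INPP5A, a phosphatase that ends inositol trisphosphate signalling, with a log2 fold change of -3.48 (SE 0.74, adjusted p = 0.0723). Both kept their direction under each scaling tried, but the balance of higher and lower probe sets did not. By the criteria of the methods, 50.4% of the probe sets that passed were lower after quantile normalization. With median centring in its place, 313 were higher and 663 were lower, and with arrays scaled to the hybridization controls, 22 were higher and 2574 were lower. The median log2 fold change of all probe sets was 0.06. It was 0.34 without quantile normalization, -0.19 after median centring and -1.65 after scaling to the hybridization controls, and the fold changes of genes move with it. In the fifth of probe sets with the lowest control levels the median was 0.95, and in the fifth with the highest control levels it was -0.60.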

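All 797 probe sets of Table S1 were found among the deposited values, and 796 of them had the direction that the table gives. The exception is sideroflexin 2, a mitochondrial carrier. After median centring and without D8, all 797 had the direction of the table. GAPDH, a glycolytic enzyme, is among the largest decreases of the table. It was 10.71 ± 2.56 log2 in control dogs and 6.11 ± 1.28 in DM dogs (SD, n = 4 each), a log2 fold change of -4.60 (SE 1.10, adjusted p = 0.0890). The paper's log2 value is -6.30. Control dog D8 had 6.94, and the other control dogs had 11.36 to 12.53. SMC6, which takes part in DNA repair and chromosome structure, had a log2 fold change of 2.83 (SE 0.65, adjusted p = 0.0847), and the paper's log2 value is 2.80. Across the 797 probe sets the median log2 fold change is -2.66 in the paper's table and -2.27 here. The correlation across probe sets, which are not independent replicates, was r = 0.948 and rho = 0.804. Within the 150 increases r was 0.504, and within the 647 decreases it was 0.656. The table was chosen by the study on these dogs, so its directions are not independent evidence. By the criteria of the methods, 83 of the 150 increases and 199 of the 647 decreases passed here, and 891 probe sets that are not in the table also passed. The 891 were counted from 2-fold, while the table holds no fold under 3.94. At 4-fold and the same P, 680 tested probe sets passed, as did 77 of the increases and 173 of the decreases. With arrays scaled to the hybridization controls, 717 of the 797 had the direction of the table. Every fold in the table equals 2 raised to a log2 value of 2 decimals, within 1e-04, and the smallest fold is 3.94. The column COV equals the column STDEV divided by the size of the log2 value in all 797. The table also holds 12 control probe sets of the manufacturer, 8 of them among the increases. These 8 are hybridization controls, with log2 values of 2.07 to 2.69 in the table. They are added in fixed amounts, so their increases come from the arrays and not from the heart. The table thus also lists differences of the arrays as changes. The other 4 are probe sets of actin and GAPDH, among the decreases.

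**Figure D2:**
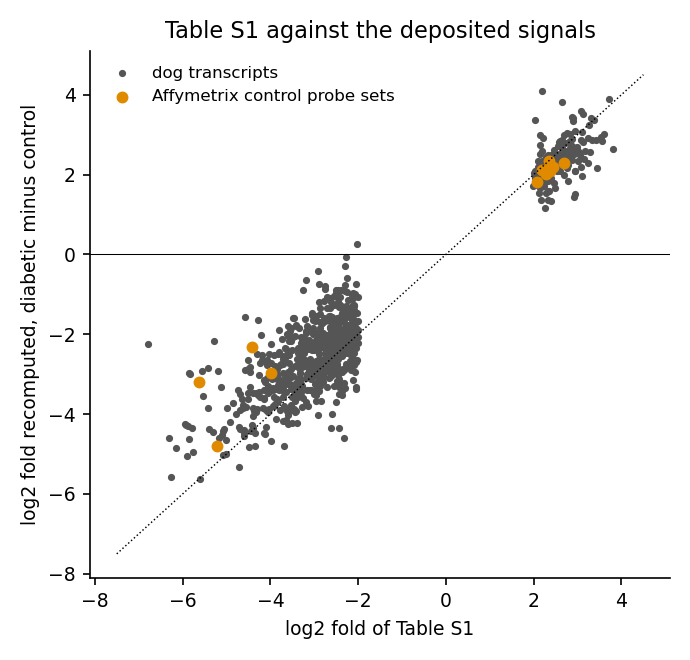
Log2 fold change of DM against control dogs for the 797 probe sets of Table S1, as the paper's table gives it (x axis) and as recomputed from the deposited values of 4 dogs per group (y axis). Each point is 1 probe set, and the 12 control probe sets of the manufacturer are orange. The 796 points with the same direction lie in the lower left and upper right parts of the panel.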

For a full list of differentially expressed genes see additional file 1, Table S1. Unfortunately, about half of the genes in the dog genome remain unidentified, due to the lack of annotation. 

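Of the 23836 tested probe sets, 10549 carried 1 gene symbol in the array's annotation, 138 carried several and 13149 had none listed. The symbols were brought up to date through the gene identifiers for 10046 probe sets and cover 6540 distinct genes. Genes such as ATP2A2, which encodes the calcium pump SERCA2, have 10 probe sets, and CYBB, which encodes gp91, has 1. In tests of gene lists, each gene is represented by the probe set with the highest mean log2 signal over the 8 arrays.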

When considering the identified genes, we found that the majority of the genes presented encoded for proteins involved in 104 KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. 

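Of 26 gene lists that cover the pathways of the heart, 11 were lower in DM dogs as sets and 0 were higher, by the camera test of limma with a preset correlation of 0.01 (adjusted p under 0.05). With an estimated correlation 0 of the 26 passed, and the adjusted p of the 11 was 0.217 to 0.288. The 11 are the respiratory chain complexes I to IV, ATP synthase, the citrate cycle, glycolysis, fatty acid use, the sarcomere, mitochondrial import and carriers, and antioxidant enzymes outside the glutathione system. Of the 11, 6 had a median below the middle 95% of 10000 random lists matched on control level, while complexes II and IV, the citrate cycle, fatty acid use and the antioxidant enzymes lay inside it. Cytosolic ribosomal proteins, which build the ribosome, were not among them. Of 63 genes, 38 were lower and 25 higher, with a median log2 fold change of -0.27 (adjusted p = 0.591, and adjusted p = 0.777 with an estimated correlation). RPL8, a protein of the large subunit, had a log2 fold change of -4.22 (SE 1.03, adjusted p = 0.0891). In this list 0 genes passed limma's adjusted p over all probe sets. At an unadjusted p 6 were higher and 14 lower, and adjusted over the list alone 0 were higher and 2 lower. The median was 0.05 without quantile normalization, and with the mean of all probe sets of each gene the list passed (adjusted p = 0.0145, 0.0145 to 0.991 over the alternatives). Of 55 mitochondrial ribosomal proteins, 38 were lower, with a median of -0.62 (adjusted p = 0.0567, and adjusted p = 0.429 with an estimated correlation). MRPL14 had a log2 fold change of -4.37 (SE 1.13, adjusted p = 0.0996). This list passed without DM dog 0294 (adjusted p = 0.0214, 8.51e-04 to 0.429 over the alternatives). Of 33 genes of the proteasome, which degrades proteins, 22 were lower, with a median of -0.57 (adjusted p = 0.0592, and adjusted p = 0.230 with an estimated correlation). PSMB5, a catalytic subunit, had a log2 fold change of -1.86 (SE 0.56, adjusted p = 0.137). The list also holds PSMC3IP by its name, a recombination protein that is not a subunit, with -2.64. Adjusted over the list alone, 3 mitochondrial ribosomal proteins were lower, and in the proteasome list only PSMC3IP was lower, with 0 higher in both lists. With limma 0 of either list passed over all probe sets, and at an unadjusted p 14 and 7 were lower and 1 and 2 were higher. In control dog D8, whose hybridization controls were near those of DM dogs, the median of these lists lay at -0.36, 0.12 and -0.58 log2 from that of D5, D6 and D7.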

The top 12 pathways with the highest number of genes involved are shown in Table 1. We have divided some genes into functional categories and have presented examples of some of them in Table 2. These data showed that a large number of the down regulated genes are involved in metabolic pathways (Table 2). 

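Genes of glycolysis and of fatty acid use had lower values in DM dogs than in control dogs. PGAM2, the muscle form of the glycolytic enzyme phosphoglycerate mutase, was 11.39 ± 0.82 log2 in control dogs and 6.83 ± 1.32 in DM dogs (SD, n = 4 each), a log2 fold change of -4.56 (SE 0.74, adjusted p = 0.0606). HADH, an enzyme of fatty acid oxidation, had a log2 fold change of -4.39 (SE 0.84, adjusted p = 0.0606), and FABP3, which carries fatty acids within cardiomyocytes, had a log2 fold change of -2.94 (SE 0.63, adjusted p = 0.0727). PDK4, the kinase that switches off pyruvate dehydrogenase, had a log2 fold change of 2.08 (SE 0.62, adjusted p = 0.130). It was -0.02 with arrays scaled to the hybridization controls, where the median of all probe sets was -1.65. Of the 38 metabolic probe sets of Table 2, 37 were lower. The exception was PPA1, a pyrophosphatase, with a log2 fold change of 2.71 (SE 0.58, adjusted p = 0.0711). Of these 38, 18 lower and 1 higher passed the criteria of the methods, and in 25 the DM and control dogs did not overlap, where chance gives 2.86%. At an adjusted p under 0.05, 0 passed with limma or with the methods' t-test, and 37 passed with limma at an unadjusted p. The adjusted p ran from 0.0606 to 0.389. The study chose this list on these dogs, so its direction is not independent evidence. The 18 genes of glycolysis were lower as a set, with a median of -0.86 and 14 genes lower (camera, adjusted p = 0.00406, and adjusted p = 0.230 with an estimated correlation). The 20 genes of fatty acid uptake and oxidation were also lower as a set, with a median of -0.75 and 16 genes lower (adjusted p = 0.0221, and adjusted p = 0.288 with an estimated correlation). Without DM dog 0292 this list did not pass (adjusted p = 0.0932, 0.00676 to 0.300 over the alternatives). Among random lists matched on control level, the median of glycolysis lies at percentile 0.640. That of fatty acid use lies at 21.9, inside the middle 95%. Among 12 targets of the lipid sensor PPAR alpha, 7 were lower and 5 higher, with a median of -0.96 (adjusted p = 0.333, and adjusted p = 0.592 with an estimated correlation). With limma 0 genes of these 3 lists passed over all probe sets. Adjusted over the list alone, 7 genes of glycolysis and 4 of fatty acid use were lower, and of the PPAR alpha targets 2 were lower and 1 was higher. Lower at an unadjusted p were 7, 7 and 4 genes, and higher were 0, 1 and 2. In control dog D8 the median of the glycolysis genes was -0.89 log2 against D5, D6 and D7, lower than in DM dogs 1087 (-0.84) and 1111 (-0.66), and that of fatty acid use in D8 was 0.01. Of the 38 probe sets, 19 passed an adjusted p under 0.05 without D8, 16 without DM dog 1111 and 24 after median centring.

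**Figure D3:**
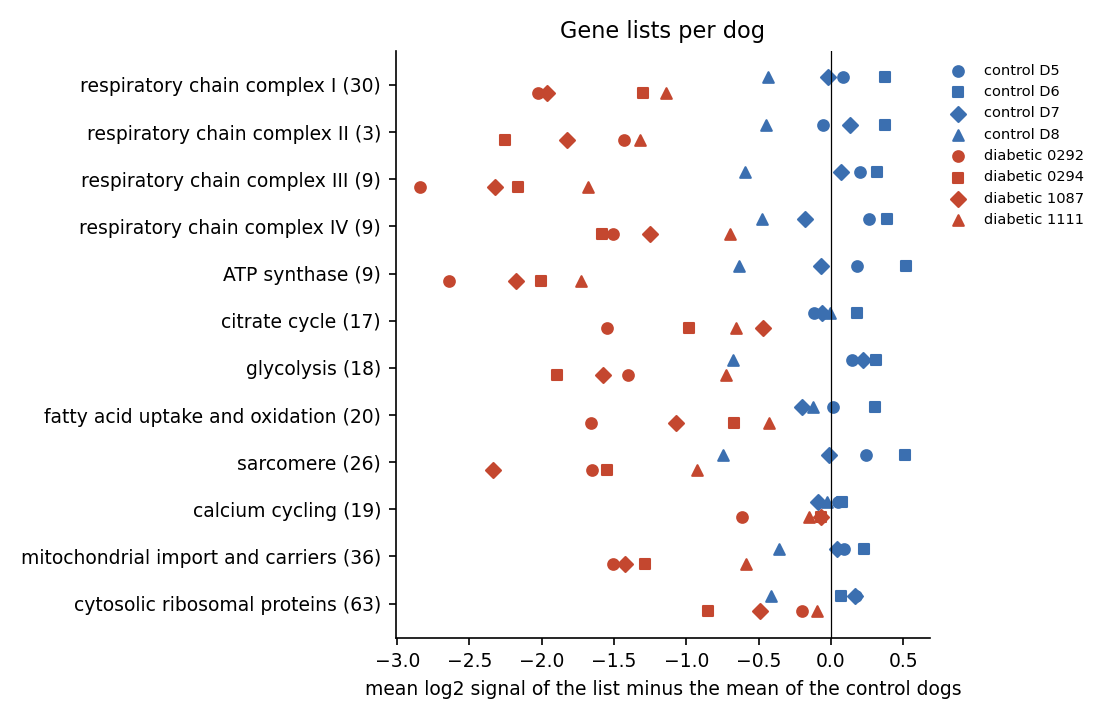
Mean log2 signal of 12 gene lists in each of the 8 dogs, minus the mean of the 4 control dogs. Each point is 1 dog. For glycolysis, control dog D8 (mean of 8.95 log2) lies below the other 3 control dogs and close to DM dog 1111 (8.91).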

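Genes for the carriers, channels and import machinery of mitochondria were lower in DM dogs as a set. SLC25A4, which exchanges ADP for ATP across the inner membrane, was 14.19 ± 0.82 log2 in control dogs and 10.80 ± 0.68 in DM dogs (SD, n = 4 each), a log2 fold change of -3.39 (SE 0.64, adjusted p = 0.0606). VDAC2, a channel of the outer membrane, had a log2 fold change of -3.08 (SE 0.74, adjusted p = 0.0891). OXA1L, which inserts proteins into the inner membrane, had a log2 fold change of -3.78 (SE 0.90, adjusted p = 0.0891), and a second OXA1L probe set had -3.57. MRPL23, a protein of the mitochondrial ribosome that the paper groups here, had a log2 fold change of -3.54 (SE 0.71, adjusted p = 0.0659). All 12 probe sets of this part of Table 2 were lower, with a median log2 fold change of -2.88. This part also holds genes outside mitochondria, such as FXYD1, a regulator of the sodium pump, and SLC2A1, a glucose transporter of the cell membrane. The median is therefore not that of mitochondrial genes alone. Of the 12, 5 passed the criteria of the methods and 7 had no overlap between the groups (2.86% by chance). At an adjusted p under 0.05, 0 of the 12 passed with limma or with the methods' t-test, and 11 passed with limma at an unadjusted p. The 12 were chosen by the study on these dogs and are not independent evidence. Of 36 genes of mitochondrial import and carriers, 31 were lower and 5 higher, with a median of -1.12 (camera, adjusted p = 1.48e-05, and adjusted p = 0.217 with an estimated correlation). The median lies at percentile 0.820 of random lists matched on control level. Adjusted over the list alone, 14 were lower and 1 was higher, and over all probe sets 0 passed limma, with 15 lower and 1 higher at an unadjusted p. The higher one is HSPA9, a chaperone that pulls proteins into the matrix, with a log2 fold change of 1.93 (SE 0.69, adjusted p = 0.192). It is named because it goes the other way, which was chosen after its values were seen. In control dog D8 the median of the list was -0.35 log2 against D5, D6 and D7. Without D8, 5 of the 12 probe sets passed an adjusted p under 0.05, without DM dog 1111 these were 4, and after median centring 7.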

There was down regulation of some of the genes involved in the mitochondrial transport system (Table 2). Furthermore, there was differential down regulation of some of the genes involved in Ca^2+ ^cycling and in myocardial contraction and relaxation (Table 2) in addition to down regulation of genes involved in glutathione pathway (Figure 1). 

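Genes of the contractile apparatus were lower in DM dogs as a set, while genes of calcium cycling went both ways. MYL2, the regulatory light chain of ventricular myosin, was 16.11 ± 0.81 log2 in control dogs and 12.18 ± 1.21 in DM dogs (SD, n = 4 each), a log2 fold change of -3.94 (SE 0.72, adjusted p = 0.0606). ACTC1, cardiac actin, had a log2 fold change of -1.90 (SE 0.59, adjusted p = 0.142), and ACTN2, which anchors actin at the Z disc, had a log2 fold change of -3.93 (SE 0.94, adjusted p = 0.0891). Higher values were found for PPP3CA, the catalytic subunit of calcineurin, with a log2 fold change of 2.75 (SE 0.67, adjusted p = 0.0891), and for SLC8A1, the sodium-calcium exchanger, with a log2 fold change of 2.37 (SE 0.66, adjusted p = 0.115). Of 26 sarcomere genes, 21 were lower, with a median log2 fold change of -1.56 (camera, adjusted p = 1.48e-05, and adjusted p = 0.230 with an estimated correlation). Of the 26, 12 were lower and 1 was higher adjusted over the list alone, and the median lies at percentile 0.110 of random lists matched on control level. Of 19 genes of calcium cycling, 13 were lower and 6 higher, with a median of -0.42 (adjusted p = 0.752, and adjusted p = 0.777 with an estimated correlation). Of the 19, 2 were higher and 1 was lower adjusted over the list alone. The direction of this list was up, not down, in camera after median centring (adjusted p = 0.990), cyclic loess, without quantile normalization and without DM dog 0292 (0.413 to 0.999 over the alternatives). Over all probe sets 0 genes of either list passed limma. At an unadjusted p, 15 sarcomere genes were lower and 1 higher, and 2 calcium genes were lower and 2 higher. Of the 18 probe sets of this part of Table 2, 17 were lower, 5 of them past the criteria of the methods, and 9 had no overlap between the groups (2.86% by chance). By limma's adjusted p or the methods' t-test after adjustment 0 passed, and 16 passed limma at an unadjusted p. These were chosen by the study on the same dogs. In control dog D8 the median of the sarcomere genes was -0.82 log2 against D5, D6 and D7, and that of the calcium genes was 0.20. Without D8, 6 of the 18 probe sets passed limma, without DM dog 1111 these were 5, and after median centring 6.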

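CYBB encodes gp91, the catalytic subunit of the superoxide-producing NADPH oxidase of phagocytes. It was 7.91 ± 0.07 log2 in control dogs and 8.45 ± 0.29 in DM dogs (SD, n = 4 each), a log2 fold change of 0.54 (SE 0.54, adjusted p = 0.644) and a fold of 1.46. Every DM dog was above every control dog. With arrays scaled to the hybridization controls the log2 fold change was -1.29, where the median of all probe sets was -1.65. SOD1, the cytosolic enzyme that removes superoxide, was 11.93 ± 0.43 log2 in control dogs and 11.13 ± 0.83 in DM dogs, a log2 fold change of -0.80 (SE 0.61, adjusted p = 0.541). SOD1 in control dog D8 was 11.29, the lowest of the control dogs, and in DM dog 0292 it was 12.38, the highest of the DM dogs, without which SOD1 had a log2 fold change of -1.29. Among 5 measured genes of the NADPH oxidase family, 2 were higher and 3 lower. The median log2 fold change was -0.24, the mean was 0.06 and the direction in camera was up (adjusted p = 0.752, and adjusted p = 0.777 with an estimated correlation). The median was 0.09 without quantile normalization, and it was 0.11 log2 in control dog D8 against D5, D6 and D7. RAC2, a small GTPase that activates the phagocyte oxidase, had a log2 fold change of 0.63 (SE 0.95, adjusted p = 0.780), but -0.11 without D8 and -0.04 without 0292. In this list 0 genes passed limma, whether adjusted over all probe sets or adjusted over the list alone, and 0 passed at an unadjusted p from limma or by the criteria of the methods. At the P of at most 0.05 that the methods set for gp91, CYBB passed the methods' t-test (exact permutation test, p = 0.0286, the smallest that 4 dogs against 4 allow). CYBB is also 1 of 15 markers of macrophages, whose median was 0.52 (adjusted p = 0.0880, and adjusted p = 0.598 with an estimated correlation).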

There was up regulation of some components of the NADPH oxidase subunits (gp91 by 2.2 fold, P < 0.03) and down-regulation of SOD1 (3 fold, P < 0.001) (Figure 1).

**Table 1:** Shows the top 12 KEEG pathways with the highest number of genes involved.

KEGG Pathway	Number of genes
Ribosome	27
Oxidative phosphorylation	21
Focal adhesion	7
Citrate cycle (TCA cycle)	6
Glutathione metabolism	6
Glycolysis/Gluconeogenesis	6
Regulation of actin cytoskeleton	6
Adherens junction	5
Calcium signaling pathway	5
Leukocyte transendothelial migration	5
PPAR signaling pathway	5
Wnt signaling pathway	5

**Table 2:** Examples of some of the genes which are statistically significant in alloxan induced diabetes in dog hearts

Affy Ids	Fold-change	P Values	Gene Title
**Metabolic genes**			
Up-regulated			
1604393_at	7.31	0.01	inorganic pyrophosphatase
Down-regulated			
1582358_s_at	-78.79	0.004	glyceraldehyde-3-phosphate dehydrogenase
1586136_x_at	-77.17	0.006	cytochrome c oxidase, subunit VIb polypeptide 1
1604455_at	-55.33	0.002	Creatine kinase M-type
1583489_s_at	-54.19	0.009	NADH-ubiquinone oxidoreductase 23 kDa subunit, mitochondrial precursor (Complex I-23KD)
1589664_s_at	-26.35	0.002	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit c, isoform 1
1603350_x_at	-25.11	0.003	Beta enolase (2-phospho-D-glycerate hydro-lyase)
1603755_at	-24.59	0.005	NADH dehydrogenase (ubiquinone) Fe-S protein 6, 13kDa (NADH-coenzyme Q reductase)
1586831_at	-24.42	0.006	Phosphoglycerate mutase 2
1583253_at	-22.94	0.006	NADH-ubiquinone oxidoreductase Fe-S protein 7
1604453_at	-22.63	0.003	isocitrate dehydrogenase 2 (NADP+), mitochondrial
1594799_at	-22.47	0.007	NADH dehydrogenase (ubiquinone) Fe-S protein 3, 30kDa (NADH-coenzyme Q reductase)
1583615_at	-20.11	0.01	inositol polyphosphate-5-phosphatase, 40kDa
1588757_at	-17.75	0.003	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7
1597725_s_at	-17.63	0.006	3-hydroxyacyl-CoA dehydrogenase type II
1583148_at	-17.39	0.008	ubiquinol-cytochrome c reductase core protein I
1583152_at	-17.27	0.007	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8, 19kDa
1583193_s_at	-15.89	0.003	isocitrate dehydrogenase 3, beta subunit isoform b precursor
1592397_at	-15.24	0.009	succinate-CoA ligase, GDP-forming, alpha subunit
1588432_at	-14.22	0.009	cytochrome c-1
1588302_at	-13.55	0.004	ubiquinol-cytochrome c reductase subunit
1583550_s_at	-13.55	0.008	Vacuolar ATP synthase 16 kDa proteolipid subunit
1585498_at	-12.82	0.01	Glucose-6-phosphate isomerase (GPI)
1583430_at	-12.64	0.01	Triosephosphate isomerase (TIM) (Triose-phosphate isomerase)
1585763_at	-12.64	0.008	Ubiquinol-cytochrome c reductase complex 11 kDa protein, mitochondrial precursor
1583348_x_at	-12.55	0.006	cytochrome c oxidase, subunit VIb polypeptide 1
1604126_at	-10.63	0.007	enoyl Coenzyme A hydratase, short chain, 1, mitochondrial
1584695_at	-7.84	0.003	succinate dehydrogenase complex, subunit B, iron sulfur (Ip)
1604230_at	-7.73	0.006	NADH dehydrogenase 1 beta subcomplex 4
1598523_at	-6.02	0.01	Glucose-6-phosphate isomerase (GPI)
1589790_s_at	-6.02	0.007	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 6, 14kDa
1592755_s_at	-5.24	0.008	Electron transfer flavoprotein-ubiquinone oxidoreductase
1588377_at	-5.17	0.01	3-methyl-2-oxobutanoate dehydrogenase kinase
1598623_s_at	-4.79	0.005	phosphofructokinase, muscle
1586218_at	-4.76	0.004	Aldose reductase
1590058_s_at	-4.56	0.002	creatine kinase, mitochondrial 2
1584362_at	-4.44	0.01	NAD-dependent deacetylase sirtuin-3
1583716_at	-4.03	0.004	aconitase 2, mitochondrial
			
**Mitochondria proteins and transport**			
**Down-regulated**			
1583895_x_at	-71.51	0.008	ribosomal protein L29
1593894_at	-22.78	0.01	Mitochondrial import receptor subunit TOM22 homolog
1587993_x_at	-11.47	0.008	Inner membrane protein OXA1L, mitochondrial precursor (Oxidase assembly 1-like protein)
1585706_x_at	-11.39	0.008	Inner membrane protein OXA1L, mitochondrial precursor (Oxidase assembly 1-like protein)
1588228_at	-9.85	0.006	Mitochondrial 39 S ribosomal protein L23 (L23mt) (MRP-L23) (L23 mitochondrial-related protein)
1592554_at	-9.06	0.004	14-3-3 protein epsilon (14-3-3E) (Mitochondrial import stimulation factor L subunit) (MSF L)
1586690_at	-7.89	0.01	NTF2-related export protein 1
1585137_at	-7.52	0.01	Mitochondrial 2-oxoglutarate/malate carrier protein (OGCP)
1586284_at	-7.52	0.009	ATP synthase coupling factor 6, mitochondrial precursor (ATPase subunit F6)
1582738_at	-7.26	0.01	FXYD domain containing ion transport regulator 1 (phospholemman)
1586934_at	-7.11	0.008	Solute carrier family 2, facilitated glucose transporter, member 1 (Glucose transporter type 1)
1592219_s_at	-4.44	0.01	transaldolase 1
			
**Calcium uptake and myocardial contraction and relaxation**			
Up-regulated			
1606083_at	4.44	0.007	protein phosphatase 3 (formerly 2B), catalytic subunit, alpha isoform (calcineurin A alpha)
Down-regulated			
1582664_s_at	-48.50	0.004	troponin I type 3 (cardiac)
1582739_s_at	-36.50	0.01	FXYD domain containing ion transport regulator 1 (phospholemman)
1586044_s_at	-20.82	0.008	actinin, alpha 2
1585703_s_at	-19.97	0.006	beta-actin///actin, gamma 1
1582670_s_at	-16.56	0.006	myosin, light chain 2, regulatory, cardiac, slow
1592467_at	-15.03	0.01	Tropomyosin 1 (alpha)
1605421_at	-13.27	0.009	phosphodiesterase 1C, calmodulin-dependent 70kDa
1587427_at	-11.24	0.008	ryanodine receptor 2 (cardiac)
1605889_at	-9.85	0.004	Myosin, light polypeptide 2, regulatory, cardiac, slow
1605583_at	-5.17	0.009	cardiac titin
1585044_x_at	5.13	0005	myosin, light polypeptide 6, alkali, smooth muscle and non-muscle
1589676_s_at	-5.06	0.006	actin, alpha, cardiac muscle 1
1583557_at	-4.86	0.008	Adenylyl cyclase-associated protein 1 (CAP 1)
1584317_at	-4.86	0.005	smoothelin isoform c
1602057_s_at	-4.50	0.01	calmodulin 1
1604456_at	-4.44	0.004	troponin C, slow
1592238_s_at	-2.40	0.01	SERCA2

**Figure 1:**
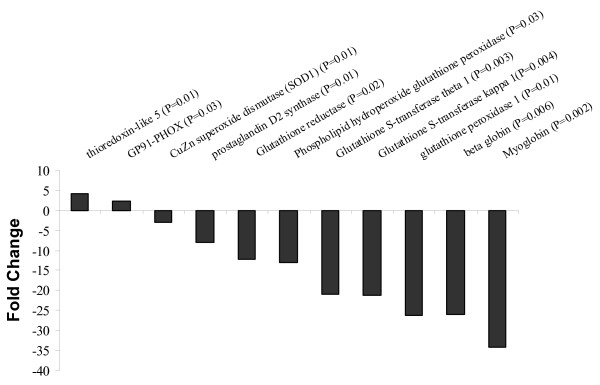
**Fold change of some genes involved in the bioactivity of NO that are statistically differentially regulated in the DM dogs**. P values are shown for each individual gene.

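Most of the probe sets in Figure 1 had lower values in DM dogs. A glutathione S-transferase of the theta class (LOC477556), which joins glutathione to toxic compounds, was 11.61 ± 1.23 log2 in control dogs and 7.28 ± 2.06 in DM dogs (SD, n = 4 each), a log2 fold change of -4.34 (SE 0.96, adjusted p = 0.0788). PTGDS, which makes prostaglandin D and carries small lipids, had a log2 fold change of -2.82 (SE 0.83, adjusted p = 0.130). PTGDS averaged 5.41 log2 in DM dogs, as low as the weakest control levels (4.35 to 5.77), so the size of the decrease depends on the offset. Its value in control dog D8 was 5.47, and in the other control dogs it was at least 8.98. Higher values were found for thioredoxin-like 5, a relative of the redox protein thioredoxin, with a log2 fold change of 1.75 (SE 0.55, adjusted p = 0.147). With arrays scaled to the hybridization controls it was -0.88, where the median of all probe sets was -1.65. Of the 11 probe sets in Figure 1, 9 were lower and 2 were higher. With that scaling all 11 were lower, which the shift of all probe sets can give by itself. Of these, 3 lower and 1 higher passed the criteria of the methods, and 8 had no overlap between the groups, where chance gives 2.86%. At an adjusted p under 0.05, 0 of the 11 passed with limma or with the methods' t-test, with adjusted p from 0.0606 to 0.644, and 9 passed with limma at an unadjusted p. The study chose these on the same dogs, which is not independent evidence. Without D8, 6 of the 11 passed limma, without DM dog 1111 these were 3, and after median centring 5.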

## Discussion

Some of the genes that we found markedly up- or down regulated encode for proteins whose role in myocardial physiology and pathophysiology is well defined. Other genes are presently difficult to put in a pathophysiolgical context. It is obviously impossible to examine in detail functions and potential pathophysiological roles of all of the identified alterations, therefore our discussion will focus on selected genes whose expression was found markedly altered and whose potential importance is supported by the existing literature.

### Regulation of cardiac metabolic and structural genes

A large number of the down regulated genes are involved in metabolic pathways. Interestingly, as seen in Table 2, the majority of the genes in the citric acid cycle and the respiratory chain are down regulated by many fold decrease. 

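Genes of the citrate cycle, of the respiratory chain and of ATP synthase were lower in DM dogs as sets. IDH3G, a subunit of the isocitrate dehydrogenase of the cycle, was 12.97 ± 0.64 log2 in control dogs and 9.63 ± 1.09 in DM dogs (SD, n = 4 each), a log2 fold change of -3.33 (SE 0.68, adjusted p = 0.0679). IDH3B, another subunit, had a log2 fold change of -4.67 (SE 1.02, adjusted p = 0.0752). UQCRC1, a core protein of complex III, had a log2 fold change of -3.36 (SE 0.64, adjusted p = 0.0606). COX4I1, a subunit of cytochrome oxidase (complex IV), had a log2 fold change of -4.01 (SE 0.93, adjusted p = 0.0867), and ATP5MC1, of the proton-conducting ring of ATP synthase, had a log2 fold change of -5.32 (SE 0.93, adjusted p = 0.0606). Control dog D8 had 12.71 log2 of ATP5MC1, and the other control dogs had at least 15.24. SUCLG1, which makes GTP or ATP in the cycle, had a log2 fold change of -3.40 (SE 1.22, adjusted p = 0.191), but 1.09 with the hybridization control level as a covariate, an alternative chosen after seeing the data. SUCLG1 averaged 5.68 log2 in DM dogs, as low as the weakest control levels (4.35 to 5.77), so the size of the decrease depends on the offset. Of 17 citrate cycle genes, 14 were lower, with a median of -0.84 (camera, adjusted p = 0.0267). Of 9 genes of complex III all were lower, with a median of -2.49 (adjusted p = 1.48e-05). Of 9 genes of complex IV, 8 were lower, with a median of -0.94 (adjusted p = 0.0326), and all 9 genes of ATP synthase were lower, with a median of -2.05 (adjusted p = 1.12e-04). For each of these 4 lists the result was adjusted p = 0.217 with an estimated correlation. Among random lists matched on control level, complex III lies at percentile 0.220 and ATP synthase at 0.990, while the citrate cycle at 8.69 and complex IV at 7.56 lie inside the middle 95%. Lower genes adjusted over the list alone were 4 of the citrate cycle, 8 of complex III, 1 of complex IV and 6 of ATP synthase, with 0 higher. Over all probe sets 0 of them passed limma, and 5, 8, 3 and 6 were lower and 1, 0, 0 and 0 higher at an unadjusted p. The citrate cycle did not pass without D8 (adjusted p = 0.0501) or without 0292 (adjusted p = 0.0932, 0.00577 to 0.217 over the alternatives). Complex IV did not pass without 0294 (adjusted p = 0.0611), 1087 (adjusted p = 0.0548) or 1111 (adjusted p = 0.0533, 0.0163 to 0.300 over the alternatives). Against D5, D6 and D7, the medians of the 4 lists in control dog D8 were -0.05, -0.66, -0.34 and -0.56 log2. From the large decreases of these genes in Table 2, the paper proposes mitochondrial dysfunction in DM dogs.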

The large down regulation of these genes may be indicative of mitochondrial dysfunction in DM dogs. In our previous studies [12], we have shown that there is depressed modulation of O_2 _consumption by endogenous NO in cardiac muscle from diabetic dogs. However, in this recent study based on our gene expression profiling of cardiac tissues from DM dogs, there is strong evidence of a dysfunction of the mitochondria in this DM model. This was also evident by the down regulation of some of the genes involved in the mitochondrial transport system. Examples of these are shown in Table 2. 

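TOMM22 encodes the import receptor TOM22 of the outer mitochondrial membrane. Its probe set in Table 2 was 11.83 ± 1.11 log2 in control dogs and 8.35 ± 1.01 in DM dogs (SD, n = 4 each), a log2 fold change of -3.48 (SE 0.73, adjusted p = 0.0711), and all 3 of its probe sets were lower, from -3.48 to -2.53. Control dog D8 had 10.17 in the first, below the other control dogs. YWHAE, the 14-3-3 protein known as import stimulation factor L, had a log2 fold change of -2.69 (SE 0.72, adjusted p = 0.104). SLC25A11, the carrier that exchanges 2-oxoglutarate for malate, had a log2 fold change of -2.79 (SE 0.89, adjusted p = 0.150). SLC2A1, the glucose transporter GLUT1 of the cell membrane, had a log2 fold change of -2.32 (SE 0.81, adjusted p = 0.181), and VDAC3, a channel of the outer membrane, had a log2 fold change of -2.01 (SE 0.56, adjusted p = 0.117). The 2 smallest differences were those of MCAT, the malonyl-CoA transferase of mitochondrial fatty acid synthesis, with a log2 fold change of -0.92 (SE 1.01, adjusted p = 0.684), and of TIMM50, of the inner membrane translocase, with a log2 fold change of -1.64 (SE 0.79, adjusted p = 0.318). With the hybridization control level as a covariate, chosen after seeing the data, these were 1.32 and 0.16. MCAT in control dog D8 was 5.13 log2, and in the other control dogs it was at least 9.74, and without D8 MCAT had a log2 fold change of -2.13. Of these 7 genes, TOMM22 and VDAC3 passed the criteria of the methods. With limma 0 passed the adjusted p, and 5 had an unadjusted p under 0.05.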

Of particular interest are mitochondrial import receptor subunit TOM22, mitochondrial import stimulation factor L subunit, mitochondrial 2-oxoglutarate/malate carrier protein, glucose transporter type 1, voltage-dependent anion-selective channel protein 3, malonyl CoA-acyl carrier protein transacylase, translocase of inner mitochondrial membrane 50 homolog. This conclusion supports previous observations by other investigators that there is evidence for mitochondrial dysfunction in the hearts from other models of diabetes [13-15,21]. Savabi [21] showed that there were fewer mitochondria in the hearts from diabetic rats and lower O_2 _consumption rates in isolated mitochondria than those from normal hearts. Other studies [16] also suggested that there was depressed basal O_2 _consumption by myocytes suspended in medium, decreased calcium uptake by mitochondria, and reduced mitochondrial membrane potential from diabetic rats. The decrease in calcium uptake by mitochondria is also supported in this study in dogs with DM. Table 2 shows examples of some of the genes involved in Ca^2+ ^cycling and in myocardial contraction and relaxation. During the last decade there was accumulating evidence that alterations of excitation-contraction coupling (EC) may play a critical role in the pathophysiology of myocardial failure. Based on our microarray data (Table 2), a large number of genes involved in these processes are down regulated. 

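TNNI3 encodes cardiac troponin I, which inhibits contraction at low calcium. Its probe set in Table 2 was 15.23 ± 1.61 log2 in control dogs and 9.61 ± 1.48 in DM dogs (SD, n = 4 each), a log2 fold change of -5.62 (SE 0.90, adjusted p = 0.0606). Control dog D8 had 12.83, below the other control dogs. A second probe set of TNNI3 with weak signal had 0.96. TNNC1, the calcium-binding troponin C, had a log2 fold change of -1.45 (SE 0.62, adjusted p = 0.258). The tropomyosin probe set of Table 2 had a log2 fold change of -3.56 (SE 1.14, adjusted p = 0.150), and 3 probe sets annotated as TPM1 had -1.20, -0.54 and 0.04. Calmodulin 1, a calcium sensor, had a log2 fold change of -2.24 (SE 1.00, adjusted p = 0.284). With the hybridization control level as a covariate, chosen after seeing the data, the tropomyosin and calmodulin probe sets had 0.28 and 0.09. RYR2, the channel that releases calcium from the sarcoplasmic reticulum, had a log2 fold change of -3.04 (SE 0.69, adjusted p = 0.0847) in the probe set of Table 2. All 4 of its probe sets were lower, and the one with the strongest signal had a log2 fold change of -0.92 (SE 0.58, adjusted p = 0.449). ATP2A2, which encodes the calcium pump SERCA2, had a log2 fold change of -2.21 (SE 0.72, adjusted p = 0.159) in the probe set of Table 2. Of its 10 probe sets 7 were lower, from -2.21 to 0.68, and the one with the strongest signal had a log2 fold change of -0.43 (SE 0.58, adjusted p = 0.751). This brightest probe set was 16.20 ± 0.09 log2 in control dogs and 15.78 ± 0.69 in DM dogs. DM dog 0292 had 14.73 in it and the other DM dogs had 16.11 to 16.14, so 1 dog makes up most of its decrease. The TNNI3 and RYR2 probe sets of Table 2 passed the criteria of the methods, and 0 of the probe sets named here passed limma's adjusted p. Of the 8 whose adjusted p is given, 6 had an unadjusted p under 0.05.

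**Figure D4:**
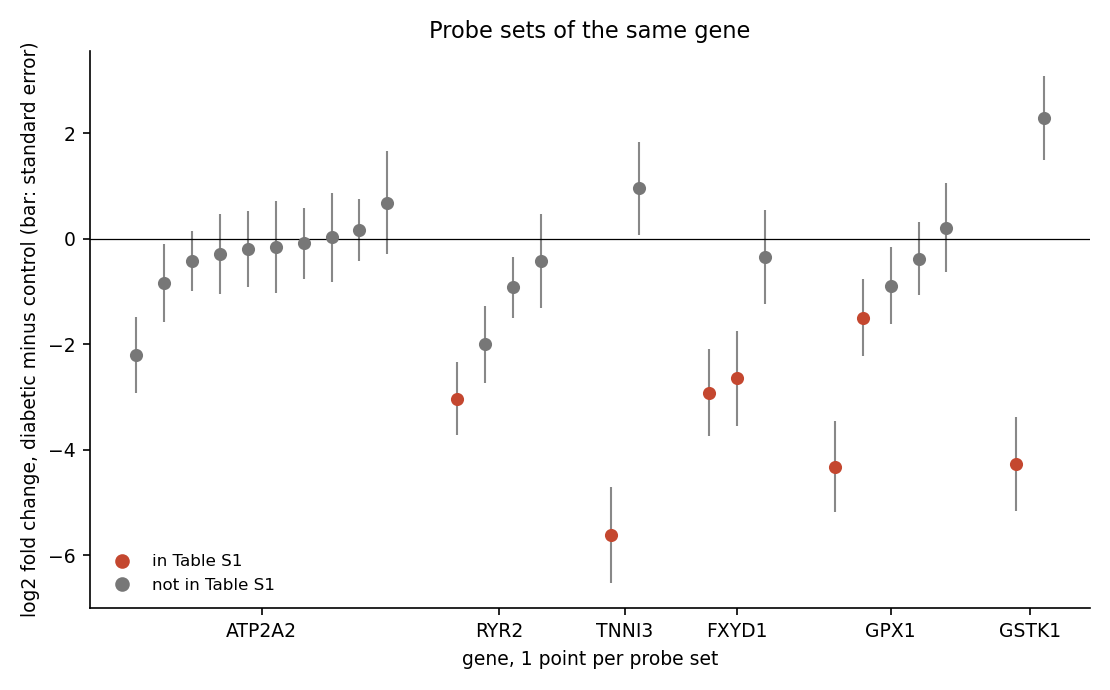
Log2 fold change of DM against control dogs for every probe set of ATP2A2 (SERCA2), RYR2, TNNI3, FXYD1 (phospholemman), GPX1 and GSTK1, with SE bars from limma (4 dogs per group). Red points are probe sets listed in Table S1. The 10 probe sets of ATP2A2 run from -2.21 to 0.68.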

The level of mRNA of troponin I, troponin C, tropomyosin, calmodulin, ryanodine receptor type 2 (RyR) and SERCA2 were significantly decreased in these animals. Troponin I has been shown to be very sensitive and specific indicator of damage to the myocardium. 

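FXYD1 encodes phospholemman, a small membrane protein that regulates the sodium pump. Its probe set with the strongest signal was 11.04 ± 1.84 log2 in control dogs and 8.12 ± 0.41 in DM dogs (SD, n = 4 each), a log2 fold change of -2.93 (SE 0.83, adjusted p = 0.118). A second had a log2 fold change of -2.65 (SE 0.90, adjusted p = 0.174), and another had a log2 fold change of -0.35 (SE 0.89, adjusted p = 0.874). The second averaged 5.29 log2 in DM dogs, as low as the weakest control levels (4.35 to 5.77), so the size of the decrease depends on the offset. The second probe set in control dog D8 was 4.81 log2, and in the other control dogs it was at least 8.52. The DM and control dogs overlapped in all 3 probe sets, and 0 of the 3 passed the criteria of the methods or limma's adjusted p. At an unadjusted p under 0.05 from limma, 2 were lower.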

Another gene which was down regulated was phospholemman which is a cardiac transmembrane protein. Phospholemman has been shown to regulate ion channel activity [22]. It has been proposed that phospholemman regulates the Na/K pump in a manner analogous to regulation of the calcium ATPase SERCA 2a by phospholamban [22]. The net effect of these changes in gene expression might be an overall decrease in both diastolic and systolic ventricular function, which may be an adaptive mechanism to protect the surviving myocardium by reducing its energy expenditure. Linke *et al *[17] and Zhao *et al *[11,12] showed that in alloxan-induced diabetes in dogs there were no changes in LVSP and LV dP/dt at rest. In view of the role of sarco/endoplasic reticulum in the cardiac contraction and relaxation process, the observed reduction in gene expression of sarco/endoplasic reticulum calcium handling proteins may explain the depressed cardiac performance in diabetic dogs. Although our sampling protocol focused on the myocardium, others have also shown similar observations in vascular smooth muscle cells (VSMCs) [23]. Searls *et al s*howed that the previously-reported reduced Ca^2+ ^signaling in VSMCs from diabetic animals is likely to be due to the altered distribution and/or levels of Ca^2+ ^regulatory proteins including the IP_3_R Ca^2+ ^channels, RyR and SERCA proteins [23].

### Regulation of oxidative stress genes

A number of studies suggested that superoxide is involved in the endothelial dysfunction in experimental diabetic animals and patients with diabetes because superoxide dismutase and other antioxidants could, at least in part, restore the endothelial dysfunction. We have previously shown that in conscious dogs with DM that: *1*) baseline CBF was significantly decreased, *2*) endothelium-dependent (ACh) coronary vasodilation were impaired, and *3*) reflex cholinergic NO-dependent coronary vasodilation was selectively depressed. The most likely mechanism responsible for the depressed reflex cholinergic NO-dependent coronary vasodilation was the decreased bioactivity of NO from the vascular endothelium. Bradykinin reduced oxygen consumption in normal dog heart in vitro and this was reduced in type I DM [12]. The effect of bradykinin was restored by apocynin, tempol or vitamin C; indicating a role for NADPH oxidase derived superoxide. Interstingly, there was up regulation of some components of the NADPH oxidase subunits (gp91 by 2.2 fold, P < 0.03) and down-regulation of SOD1 (3 fold, P < 0.001). Over the years, decreased NO bioavailability has been proposed as one of the determinants of vascular damage in diabetes. Recently, Hamed *et al *have shown that NO and superoxide dismutase play roles in modulating endothelial progenitor cell function in type 2 diabetes mellitus [24].

Oxidative stress is involved in the pathogenesis of diabetic complications in animal models and in humans [3]. Many authors believe that the liver mitochondrial dysfunction in diabetes is closely dependent on oxidative stress which is enhanced in diabetic animals and patients [25,26]. Long-term reactive oxygen species exposure resulted in damage of mitochondrial proteins that caused disturbances in mitochondrial energy production [27]. Some authors suggested that the loss of mitochondrial respiration was essentially due to oxygen-dependent inactivation of mitochondrial dehydrogenases [28]. The mitochondrial dehydrogenase activities related to complex I (NADH-dehydrogenase) and to complex II (succinate dehydrogenase) were shown to decrease in the diabetic rats. Interestingly, all of the above mentioned genes are also down regulated in our model presented in this study (Table 2).

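Complex I oxidizes NADH and complex II oxidizes succinate at the start of the respiratory chain, and both were lower in DM dogs as sets. NDUFS6, an accessory subunit of complex I, was 12.78 ± 1.16 log2 in control dogs and 9.00 ± 1.21 in DM dogs (SD, n = 4 each), a log2 fold change of -3.78 (SE 0.77, adjusted p = 0.0688). NDUFS3, a core subunit, had a log2 fold change of -4.83 (SE 0.94, adjusted p = 0.0628), and NDUFA8 had a log2 fold change of -3.89 (SE 0.85, adjusted p = 0.0752). SDHB, the iron-sulfur subunit of complex II, was 13.25 ± 0.62 log2 in control dogs and 11.10 ± 0.56 in DM dogs, a log2 fold change of -2.14 (SE 0.60, adjusted p = 0.115). SDHC, which anchors complex II in the membrane, had a log2 fold change of -2.91 (SE 0.71, adjusted p = 0.0898). Of 30 genes of complex I, 27 were lower, with a median log2 fold change of -1.41 (camera, adjusted p = 1.88e-07, and adjusted p = 0.217 with an estimated correlation). Of these, 13 were lower adjusted over the list alone, and 11 passed the criteria of the methods. The 3 measured genes of complex II were all lower, with a median of -2.14 (adjusted p = 0.0473, and adjusted p = 0.217 with an estimated correlation). SDHB and SDHC passed adjusted over the list alone and by the criteria of the methods. Complex I lies at percentile 0.240 of random lists matched on control level, and complex II, inside the middle 95%, at 6.25. Over all probe sets 0 genes of either list passed limma, and 16 and 2 were lower and 0 higher at an unadjusted p. Complex II did not pass without D8 (adjusted p = 0.0501), 0292 (adjusted p = 0.0567), 0294 (adjusted p = 0.0529), 1087 (adjusted p = 0.0740) or 1111 (adjusted p = 0.0676, 0.0204 to 0.217 over the alternatives). Against D5, D6 and D7, the medians of the complexes in control dog D8 were -0.25 and -0.94 log2.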

Oxidative stress may be defined as an imbalance between the production and degradation of reactive oxygen species such as superoxide anion, hydrogen peroxide, lipid peroxides, and peroxynitrite. Enzymatic inactivation of reactive oxygen species is achieved mainly by glutathione peroxidase, superoxide dismutase, and catalase [29]. The peroxidation of membrane lipids is a major consequence of oxidative stress. The oxidation of lipids, particularly phospholipids, has also been suggested to be a significant chemical event in a variety of pathological conditions, such as atherosclerosis, ischemic injury, and carcinogenesis [30]. The formation of lipid hydroperoxides (LOOHs) within the bilayer of membranes disrupts membrane structure and function [31], which subsequently leads to cell injury and death. The repair of intracellular LOOHs can be carried out by cytosolic glutathione peroxidase (cGPx) [32], phospholipid hydroperoxide glutathione peroxidase (PhGPx) [33], nonselenium GPx [34], or glutathione-S-transferase (GST) [35].

In mammalian cells, glutathione and the glutathione peroxidases constitute the principal antioxidant defense system [36]. This is evident by the down regulation of phospholipid hydroperoxide glutathione peroxidase, glutathione peroxidase 1, glutathione reductase (mitochondrial precursor) and glutathione S-transferase. These genes were down regulated by 3.7, 4.7, 3.5 and 2.9 fold respectively (Figure 1). 

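The 4 enzymes had lower values in DM dogs in the probe sets the paper used. Phospholipid hydroperoxide glutathione peroxidase, which repairs oxidized membrane lipids, was 9.56 ± 0.91 log2 in control dogs and 6.94 ± 1.16 in DM dogs (SD, n = 4 each), a log2 fold change of -2.62 (SE 0.72, adjusted p = 0.114). GPX1, which reduces hydrogen peroxide, had a log2 fold change of -4.32 (SE 0.87, adjusted p = 0.0664). GSR, which restores reduced glutathione, had a log2 fold change of -3.08 (SE 0.87, adjusted p = 0.118) and, in a second probe set, -1.80 (SE 0.70, adjusted p = 0.222). The glutathione S-transferase P probe set had a log2 fold change of -3.09 (SE 1.06, adjusted p = 0.178). These values are on the log2 scale. Among 5 probe sets of GPX1, 4 were lower, and the one with the strongest signal had -1.50. GSTK1, a mitochondrial glutathione S-transferase, had a log2 fold change of -4.28 (SE 0.89, adjusted p = 0.0711) in one probe set and 2.29 (SE 0.79, adjusted p = 0.179) in the other. The latter averaged 5.76 log2 in control dogs, within the weakest control levels (4.35 to 5.77). Its control level is not shown to lie above background, so the size of this increase depends on the offset. Control dog D8 lay below the other control dogs in these probe sets of GPX1 (8.17 log2), GSR (8.81) and glutathione S-transferase P (5.90). With the hybridization control level as a covariate, chosen after seeing the data, the second GSR probe set had 0.02. Of 13 genes of the glutathione system, 9 were lower, with a median of -0.61 (camera, adjusted p = 0.123, and adjusted p = 0.462 with an estimated correlation). Of the 13, 1 was lower adjusted over the list alone. The 20 other antioxidant enzymes were lower as a set, with 16 genes lower and a median of -0.72 (adjusted p = 0.0221, and adjusted p = 0.230 with an estimated correlation). Their median lies at percentile 16.4 of random lists matched on control level, and that of the glutathione system at 17.1, both inside the middle 95%. PRDX5, a peroxiredoxin, had a log2 fold change of -2.86 (SE 0.66, adjusted p = 0.0861). Of the 20, 3 were lower adjusted over the list alone. Without DM dog 1087 this list did not pass (adjusted p = 0.0548, 0.00145 to 0.300 over the alternatives). Over all probe sets 0 genes of both lists passed limma, and at an unadjusted p 4 and 6 were lower and 1 and 0 higher. In D8 the list medians were -0.43 and -0.87 log2 against D5, D6 and D7.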

There are at least four different glutathione peroxidases, all of which contain selenocysteine at their active sites [37]. Glutathione peroxidase 1, the ubiquitous intracellular form and key antioxidant enzyme within most cells, including the endothelium, uses glutathione to reduce hydrogen peroxide to water and lipid peroxides to their respective alcohols, and it also acts as a peroxynitrite reductase [38]. In mice, glutathione peroxidase 1 deficiency results in abnormal vascular and cardiac function and structure [39]. Recent studies in human have shown that decreased GPX-1 activity was observed in patients with coronary artery disease (CAD) and those with acute myocardial infarction [40]. Espinola-Klein *et al *[41] have also shown that decreased red blood cell GPX-1 activity is associated with increased cardiovascular risk according to the extent of atherosclerosis.

Glutathione is important in the regulation of the redox state, and a decline in its tissue level has often been considered to be indicative of increased oxidative stress in diabetes. Glutathione (GSH) is present in most mammalian cells and plays an important role in cellular defense against oxidative stress by reducing protein disulfides and other cellular molecules. It also acts as a scavenger of free radicals of ROS [42]. GSH is synthesized intracellularly by two GSH-synthesizing enzymes, g-glutamylcysteine synthetase (g-GCS) and glutathione synthetase. g-GCS catalyzes the rate-limiting step of GSH synthesis [43]. In many cells, the GSH redox cycle is catalyzed by both glutathione peroxidase and glutathione reductase. During oxidative stress, the reduced form of GSH is converted by glutathione peroxidase to oxidized glutathione (GSSG). It was reported the presence of low GSH and high GSSG concentrations in erythrocytes of diabetic patients [44] and in endothelial cells of diabetic rabbits [16].

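MB encodes myoglobin, which binds oxygen in heart muscle. Its probe set with the strongest signal was 13.84 ± 1.36 log2 in control dogs and 8.80 ± 1.41 in DM dogs (SD, n = 4 each), a log2 fold change of -5.03 (SE 0.84, adjusted p = 0.0606) and a fold of 32.7. A second probe set had a log2 fold change of -1.61 (SE 0.90, adjusted p = 0.389). The beta globin probe set (LOC609402), for a subunit of haemoglobin, was 10.05 ± 2.14 log2 in control dogs and 5.69 ± 1.02 in DM dogs, a log2 fold change of -4.36 (SE 0.96, adjusted p = 0.0752). The DM level of beta globin is as low as the weakest control levels (4.35 to 5.77), so the size of this decrease depends on the offset. In the first MB probe set and in beta globin every DM dog was below every control dog. The first MB probe set passed the criteria of the methods, the beta globin probe set did not, and neither passed limma's adjusted p. Both had an unadjusted p under 0.05. The first MB probe set in control dog D8 was 12.03 log2 and beta globin 7.69, the lowest of the control dogs.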

Two of the genes that were highly down-regulated in DM were Myoglobin (Mb) and beta globin (Figure 1). Previous studies have shown the role of myoglobin in the antioxidant defense of the heart [45]. The lack of myoglobin has been shown to cause a biochemical shift in cardiac substrate utilization from fatty acid to glucose oxidation [46]. In our previous studies [17] we have shown that there was a shift in metabolic uptake by the heart during development of alloxan-induced diabetes at a time when myocardial NO production is already decreased (3-4 weeks). This switch is a well know marker for heart failure. Studies have also suggested that human Mb actively participates in the regulation of NO [47]. Mb is a scavenger of bioactive NO through the reaction NO with MbO_2 _to form metMb and nitrate and may be the major mechanism of attenuating intracellular NO bioactivity in cardiac muscle [45]. Flogel *et al *showed that hearts from Mb-deficient (myo-/-) mice were found to be more sensitive to the infusion of reactive oxygen species (ROS, e.g., H_2_O_2 _and superoxide) in that depression of myocardial contractile force was more pronounced as compared with WT controls. Furthermore, Mb-deficient hearts released significantly more ROS during IR, and this was accompanied by a delayed functional and metabolic recovery after the ischemic insult. It is obvious in this study that the array data show a direct effect of diabetes on the heart by impairing NO bioavailability through oxidative stress. Therefore, our study is novel in that it represents the first report of cardiac gene expression changes in a canine model of alloxan-induced type 1 diabetes.

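Genes that make, use or regulate nitric oxide went both ways in DM dogs. SPR, an enzyme that makes tetrahydrobiopterin, the cofactor of the nitric oxide synthases, was 8.65 ± 0.13 log2 in control dogs and 5.73 ± 0.22 in DM dogs (SD, n = 4 each), a log2 fold change of -2.92 (SE 0.53, adjusted p = 0.0606). PRMT1, which forms the methylated arginines that inhibit nitric oxide synthases, had a log2 fold change of -2.78 (SE 0.69, adjusted p = 0.0917). In DM dogs SPR and PRMT1 averaged 5.73 and 5.65 log2, as low as the weakest control levels (4.35 to 5.77), where values are not shown to lie above background, so the size of these decreases depends on the offset. Without offset the log2 fold changes were -3.38 and -3.58, and with an offset of 64 they were -2.15 and -1.93. NOS3, the endothelial nitric oxide synthase, had a log2 fold change of -0.92 (SE 0.72, adjusted p = 0.553) in one probe set, -0.56 (SE 0.61, adjusted p = 0.683) in another and 0.37 (SE 1.61, adjusted p = 0.931) in a last one. Without DM dog 0294 the first 2 had log2 fold changes of -0.21 and -0.20. The last one had a log2 fold change of -0.44 after median centring, -2.09 after scaling to the hybridization controls, -0.89 without control dog D5 and -1.38 without DM dog 0292. PDE5A, which breaks down the cyclic GMP that nitric oxide raises, had a log2 fold change of 2.41 (SE 0.73, adjusted p = 0.137). It is named because it goes the other way, which was chosen after its values were seen. Of 21 genes of the nitric oxide pathway, 11 were lower and 10 higher, with a median of -0.07 (camera, adjusted p = 0.555, and adjusted p = 0.666 with an estimated correlation). The median was 0.13 without quantile normalization. Adjusted over the list alone 2 were lower and 1 was higher, and over all probe sets 0 passed limma, with 5 lower and 1 higher at an unadjusted p. SPR did pass the methods' t-test after adjustment over all probe sets (unadjusted p = 4.79e-07 in that test). In control dog D8 the median of the list was -0.07 log2 against D5, D6 and D7.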

### Limitations

Although the analysis of gene expression using oligonucleotide microarrays is a powerful technique, limitations warrant mention. Not all dog genes are represented on the Affymetrix GeneChip^® ^Canine Genome Arrays used in this study. Furthermore, the annotations of high number of the genes are still unknown and therefore the knowledge that can be acquired from these experiments remains incomplete. Up to now, this version of the Canine array contains 7,340 complete annotated dog genes. From our previous publications [19,20,48,49] in addition to other reported publication [50], there seems to exist a good correlation between oligonucleotide microarray and qRT-PCR data. This correlation also holds true when ratios of gene expression in different tissues were compared for highly expressed genes and not for those expressed at low levels due to the smaller dynamic range of microarrays [50]. It is well known that alloxan is specifically cytotoxic to the pancreatic ß cells. However, the precise mechanism for this selectivity is still not clear. Several studies in alloxan metabolism [51] have documented that 45% of injected alloxan had been excreted in the urine in 24 hours and 62% in 3 days. Therefore, the gene expression data from this study where dogs were sacrificed after 4 weeks of alloxan injection are most likely due to the chronic effect of diabetes rather than the acute toxic effect of alloxan.

## Conclusion

The gene expression profiling presented in this study suggests a direct effect of type 1 diabetes on the heart by impairing NO bioavailability through oxidative stress, impairing calcium uptake by the mitochondrial transport system, lipid peroxidases and down regulation of citric acid cycle and the respiratory chain which are indicative of mitochondrial dysfunction in DM dogs. The order of these events is hard to elucidate and is yet to be determined.

## List of abbreviations

DM: diabetes mellitus; CBF: coronary blood flow; NO: nitric oxide; eNOS: endothelial nitric oxide synthase; SOD: superoxide dismutase; HF: heart failure; O_2_: oxygen; LV: left ventricle; LVSP: LV systolic pressure; HR: heart rate; MAP: mean arterial pressure.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CO designed the gene array study, performed all the microarray and data analysis and wrote the manuscript. SK Performed the hemodynamics on the animals. FAR participated in editing the manuscript and THH designed the study and revised and approved the final manuscript. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Full list of genes with increased and decreased expression in DM versus control dogs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

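Left ventricular RNA of 8 dogs was measured, with 1 Affymetrix Canine Genome Array per dog. The control dogs are D5, D6, D7 and D8, and the dogs with diabetes after alloxan (DM dogs) are 0292, 0294, 1087 and 1111. Dogs were taken as the replicates, with 4 per group. According to the methods and the deposited labels, the authors summarised the scanned images to 1 signal intensity per probe set with MAS 5.0. The deposited signal intensities are on a linear scale. In all 8 arrays the mean after trimming 2% at either end was 500 after rounding, so each array had been scaled by 1 factor. Medians and spreads differed between arrays, so no other normalization between arrays had been made in these values. The methods also name RMA in GeneTraffic, which was not applied here. Scanner images, probe-level intensities and detection calls were not used here.

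The array holds 23913 probe sets, of which 77 are controls of the manufacturer. These were left out of the tests, and 23836 probe sets were tested. The controls were used as measures of the arrays, with 18 probe sets for the hybridization controls, 27 for the poly-A controls, and the 3′ and 5′ probe sets of actin and GAPDH. The median deposited signal was 96.0 to 177 in control arrays and 113 to 317 in DM arrays, and the highest was 47470 to 318569 and 207868 to 1207560. Gene symbols came from the annotation of the array and were updated through gene identifiers.

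Each array was scaled to a trimmed mean of 500, the arrays were quantile normalized, an offset of 16 was added and log2 was taken. The offset stands in for the variance stabilization that the methods name without details. DM and control dogs were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the 23836 probe sets and a threshold of 0.05. The design holds the group alone. The criteria of the methods were applied to the same values as a two-class t-test with equal variances, a nominal P of at most 0.01 and a change of at least 2-fold, and its p values were also adjusted. Single measures of the arrays were compared by exact permutation over the 70 assignments of 4 dogs against 4, where the smallest two-sided p is 0.0286. Figures were drawn with matplotlib 3.10.9.

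Gene lists were tested with camera of limma, with a preset correlation between genes of 0.01 and, as an alternative, with the estimated correlation. Each gene was represented by the probe set with the highest mean log2 signal over the 8 arrays. The 26 lists are the respiratory chain complexes I, II, III and IV, ATP synthase, the citrate cycle, glycolysis, fatty acid uptake and oxidation, targets of PPAR alpha raised in diabetic heart, ketone body use, insulin signalling and glucose uptake, calcium cycling, the sarcomere, genes of the fetal and stress programme, mitochondrial import and carriers, the glutathione system, other antioxidant enzymes, NADPH oxidase, the nitric oxide pathway, the unfolded protein response, heat shock proteins, the proteasome, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, extracellular matrix, and chromatin and RNA processing. A further 9 lists hold markers of cell types, which are cardiomyocytes, endothelial cells, fibroblasts, smooth muscle cells and pericytes, macrophages and monocytes, other leukocytes, red blood cells, adipocytes and platelets. The red blood cell list had 1 annotated gene and was not tested. The p values of the 26 lists and of the 8 tested marker lists were adjusted separately. Some genes are in more than 1 list, such as CYBB, MB and the troponins.

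Genes are named by a rule that was written after the paper's tables had been read. It names every probe set or gene that the paper names in Table 2, Figure 1, its Results or its Discussion. It adds the 10 largest increases and the 10 largest decreases with a gene name, an adjusted p under 0.05 and no overlap between the groups. From each list it takes the 4 genes with the largest change past that threshold, or the 2 with the smallest p where 0 pass. It also names the control probe sets. Any gene outside the rule is given as chosen after its values were seen.

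The same steps were tested on simulated data of 4 arrays against 4 with 23836 probe sets. Of 50 probe sets changed by 1 log2, limma recovered 0%, and of as many changed by 2, 3 and 4 log2 it recovered 0%, 12% and 42%. It called 0 unchanged probe sets, while 206 unchanged ones passed the criteria of the methods. Camera recovered a lowered list of 30 genes and called 0 of 100 unchanged lists. The lists of the real arrays passed with the preset correlation and not with the estimated one. The simulated calls therefore do not settle whether the real lists hold. With 4 dogs per group, changes of single probe sets of up to 2 log2 are thus below what an adjusted p can call, while the estimates averaged 0.94, 1.89, 3.02 and 3.99 log2.

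The alternatives were no quantile normalization, the scale as deposited, median centring, cyclic loess, scaling to the hybridization controls, no offset, an offset of 64, leaving out probe sets under the 40th percentile of mean signal, eBayes with trend and robust, the methods' t-test with Benjamini-Hochberg adjustment, the mean of all probe sets of a gene, the estimated correlation in camera, and leaving out each dog in turn. The level of the hybridization controls as a covariate, and leaving out D8 and 0292 together, were added after seeing the data. Counts were also recomputed for all 35 splits of the 8 arrays into 4 and 4. Lists were compared with 10000 random lists matched on control level in 20 bins. The sources used here give no batch or scan date of the arrays, so neither is in the design.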

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

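The tests of control dog D8 against the other control dogs, of DM dog 1111 against D8, of pairs of probe sets of the same gene and of the share of cardiomyocytes were chosen only after the result was seen, while the tests of the pooled genes and of the macrophage markers against random lists were set earlier. In 47 of 360 groups of 4 dogs (13.1%), the gap between 1 dog and the nearest of the others took up about 0.83 or more of the whole range of the group, where chance gives 5%. Of these, 30 concern control dog D8, 5 DM dog 0292, 4 DM dog 1111, 3 each DM dogs 0294 and 1087, and 1 each D5 and D7. The values below give this share of the range.

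Control dog D8 had the highest hybridization controls of the control dogs (0.899), the lowest mean of the glycolysis genes (0.832) and the highest mean of the platelet markers (0.840). Among single genes of energy metabolism, D8 had the lowest control value for creatine kinase M-type (0.854), ATP5MC1 (0.853), SUCLG1 (0.836), NDUFB4 (0.831), BCKDK (0.941), BDH1 (0.862), COX7A2L (0.863), transaldolase 1 (0.879) and MCAT (0.951). It was also the lowest control for TOMM22 (0.847), YWHAE (0.943), NXT1 (0.899), INPP5A (0.887), FXYD1 (0.832), TNNI3 (0.872), MYL2 (0.866), the probe set shared by beta and gamma actin (0.892), RPL28 (0.8292), TIE1 (0.906), ATF4 (0.896) and HSPB8 (0.834). Of the antioxidant genes, the same holds for SOD1 (0.833), PTGDS (0.908), GPX1 (0.915), glutathione S-transferase P (0.923) and GSR (0.925 and 0.914 in its probe sets).

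Among DM dogs, 0292 had the lowest mean of the calcium cycling genes (0.845), the lowest PNPLA2 (0.897) and COX7A2L (0.928), and the highest aconitase 2 (0.889) and SOD1 (0.917). DM dog 1111 had the highest mean of the heat shock proteins (0.8296) and of the smooth muscle markers (0.863), and the highest PFKM (0.867) and UQCRFS1 (0.965). DM dog 0294 had the lowest PTGDS (0.869) and the lowest value in a NOS3 probe set (0.854), and the highest SPR (0.955). DM dog 1087 had the highest TMEM9B (0.8297) and TSC2 (0.839) and the lowest ATF4 (0.961). Control dog D7 had the highest mean of the macrophage markers among control dogs (0.915), and D5 had the lowest value in another NOS3 probe set (0.874).

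Pooled over 86 genes, the respiratory chain, ATP synthase and the sarcomere had a median log2 fold change of -1.61. Random lists matched on control level had a median of -0.52 with a middle 95% from -0.88 to -0.13, so the real median lies at percentile 0 of 10000 lists, which argues against compression of signals toward the array average as the whole cause for the pool, although complexes II and IV alone, at percentiles 6.25 and 7.56, are not beyond it. The same genes lay at -0.61 log2 in control dog D8 against D5, D6 and D7, while these 3 dogs differed from each other by -0.30 to 0.30, so low labelled target or damaged RNA, shared with D8, may account for a part of the decrease, while the 3′ to 5′ differences of actin, limited by weak 5′ signals, and of GAPDH, itself lower in DM dogs, go opposite ways and do not settle the part of damaged RNA. DM dog 1111, whose hybridization controls are lower than those of D8, lay at -0.63 against D8, and at -0.80 for the 60 genes of the respiratory chain and ATP synthase, where diabetes of the dog, beyond this array quality, may contribute, from a single pair of dogs. For the 26 sarcomere genes it was -0.10, within the spread of D5, D6 and D7, while 0292, 0294 and 1087, whose hybridization controls are higher than those of D8, lay at -0.98, -0.81 and -1.23 against D8, so diabetes and array quality cannot be told apart there, and an array batch, confounded with the groups, stays open for all of these genes.

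Probe sets of the same gene often moved apart in DM arrays, and of 573 pairs with control levels within 1 log2 of each other, 67 (11.7%) differed by more than 2 log2. Over these pairs, the difference in the shift of D8 correlated with the difference in the shift of the DM dogs at rho = 0.210 (permutation test, p = 1e-05, the smallest it can give). With D7 in the place of D8 rho was 0.128, and over all 1387 pairs with D8 it was 0.375. An effect of the array or the RNA that D8 shares may thus account for a part of these differences, although rho is just above the bound of 0.2 that was set. Whether it depends on the place of the probe set in the transcript was not tested, since canine transcript sequences were not used here, and no biological explanation was tested.

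Markers of macrophages and monocytes had a median log2 fold change of 0.52 in DM dogs. Random lists matched on control level had a median of -0.10 with a middle 95% from -0.79 to 0.62, and the real median lies at percentile 95.4, so compression of signals toward the array average may account for it. A lower share of cardiomyocytes would raise the markers of all other cell types. Instead, 17 markers of endothelial cells, fibroblasts and smooth muscle had a median of -1.25 (exact permutation test, p = 0.0571). By list the medians were -0.77, -1.13 and -1.85, which go against this explanation. Control dog D8 alone lay at -0.98, -1.56 and -0.73 in these lists against D5, D6 and D7. Decreases in these markers thus also occurred in a dog without diabetes, and this explanation cannot be told apart from the others with 4 dogs per group. More macrophages in the hearts of DM dogs stay open as a biological explanation, which was not tested further.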

How the results depend on the processing

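The fits with the hybridization control level as a covariate, and without D8 and 0292 together, were chosen after seeing the data. Where a cause is not given, the cause was not tested. The counts of single probe sets depend on the scaling, the variance model and single dogs. Weak signals limit them too. In the fifth of probe sets with the lowest control levels the median log2 fold change was 0.95, and leaving out probe sets under the 40th percentile left 14302.

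The number of probe sets past an adjusted p under 0.05 in limma was 4 and became 0 without quantile normalization, 0 on the deposited scale, 353 after median centring, 63 after cyclic loess, 7675 with hybridization control scaling, 0 without offset, 442 with offset 64, 21 with the filter, 864 with trend and robust, 21 with the methods' t-test, 0 with the covariate, and 924 without D8 and 0292. Without single dogs it ran from 0 to 421. The number past the criteria of the methods was 1172 and ran from 606 to 1593 without single dogs. It was 2596 with hybridization control scaling, 1924 without D8 and 0292 and 409 with the covariate, and within 1.5 times 1172 under the other alternatives. Of 84 probe sets that the paper prints, 0 passed limma, with 76 at an unadjusted p. Past the adjusted p were 42 after median centring, 8 after cyclic loess, 80 with hybridization control scaling, 43 with offset 64, 2 with the filter, 58 with trend and robust and 47 without D8 and 0292. This was 0 to 37 without single dogs, and 0 under the others. Of the 797 probe sets of Table S1, 794 to 797 had the direction of the table without single dogs. The difference between the 3′ and the 5′ GAPDH probe sets, -2.48 in DM against control dogs, was -1.68 on the deposited scale.

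Of 26 lists, 11 passed camera, 8 to 12 without single dogs, 0 with the estimated correlation and 5 with the covariate. With the estimated correlation the adjusted p was 0.217 for complexes I to IV, ATP synthase, the citrate cycle and mitochondrial import, 0.230 for glycolysis, the sarcomere and the other antioxidant enzymes, and 0.288 for fatty acid use. With the covariate it was 0.118 for complex II, 0.165 for the citrate cycle and glycolysis, and 0.300 for complex IV, fatty acid use and the other antioxidant enzymes. Without D8 and 0292 it was 0.0794 for complex II, 0.169 for the citrate cycle and 0.157 for fatty acid use. With the filter it was 0.0834 for complex II, 0.0646 for complex IV, 0.0731 for fatty acid use and 0.0574 for the other antioxidant enzymes. It was 0.0517 for the citrate cycle after median centring, 0.0604 for fatty acid use after cyclic loess and 0.0577 for complex II without offset. Cytosolic ribosomal proteins passed with the mean of all probe sets (0.0145). Without single dogs the range was 0.0161 to 0.0932 for the citrate cycle, 0.00909 to 0.0932 for fatty acid use, 0.00509 to 0.0548 for the other antioxidant enzymes, 0.0385 to 0.0740 for complex II and 0.0202 to 0.0611 for complex IV.

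Some lists that did not pass in camera changed direction, and none of them passed after the change, by these adjusted p. NADPH oxidase had 0.714 with the covariate and 0.810 without D8 and 0292 (0.558 to 0.903 without single dogs), and the PPAR alpha targets had 0.736 with the covariate. Calcium cycling had 0.913 without quantile normalization and on the deposited scale, 0.990 after median centring, 0.877 after cyclic loess, 0.947 with the filter, 0.874 with the covariate and 0.975 without D8 and 0292 (0.628 to 0.999 without single dogs). Cytosolic ribosomal proteins had 0.986 without quantile normalization and on the deposited scale, 0.939 with the filter and 0.969 with the methods' t-test. The unfolded protein response had 0.986 without quantile normalization and on the deposited scale, 0.990 after median centring and 0.798 with hybridization control scaling. Extracellular matrix had 0.921 with trend and robust and 0.533 with the covariate (0.646 to 0.923 without single dogs). Fetal and stress genes had 0.562 with the mean of all probe sets and 0.850 with the covariate. The other leukocyte markers had 0.790 with the filter and 0.871 without D8 and 0292 (0.512 to 0.982 without single dogs). Platelet markers had 0.951 without quantile normalization and on the deposited scale, 0.991 after median centring, 0.978 with hybridization control scaling and 0.871 without D8 and 0292 (0.512 to 0.982 without single dogs), and endothelial markers ran from 0.623 to 0.952 without single dogs. With the filter the platelet list was not tested, since too few of its genes were left.

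The direction of some single genes also reversed. With the covariate the log2 fold change was 0.28 for tropomyosin, 0.086 for calmodulin 1, -0.31 for ANKRD1, 0.46 for COX7A2L, 0.64 for DCN, 0.035 for FBLN1, -1.74 for GP1BA, 0.017 for a GSR probe set, 1.32 for MCAT, 0.57 for MYL6, -2.56 for a NOS3 probe set, 0.36 for PNPLA2, 1.09 for SUCLG1 and 0.16 for TIMM50. With hybridization control scaling it was -0.88 for thioredoxin-like 5, -1.88 for ANKRD1, -0.76 for CD8A, -1.29 for CYBB, -1.66 for GP1BA, -0.82 for LCK, -2.09 for NOS3, -0.024 for PDK4 and -1.39 for RAC2, a setting that lowers all probe sets by a median of -1.65. After median centring it was -0.13 for ANKRD1, -0.18 for GP1BA and -0.44 for NOS3, and without offset it was -0.14 for GP1BA. Without D8 and 0292 it was 0.45 for ITGA2B, -1.09 for NOS3 and -0.77 for RAC2. Without single dogs it ran from -0.35 to 0.73 for GP1BA, -1.09 to 0.089 for ITGA2B, -1.38 to 1.59 for NOS3 and -0.11 to 1.34 for RAC2. The log2 fold change kept its direction but moved by over 1.5 times without a single dog for ANKRD1 (0.49 to 1.37), ATF4 (-0.98 to -0.34), CD8A (0.49 to 1.17), COX7A2L (-2.82 to -1.50), CYC1 (-3.26 to -1.34), HSD17B10 (-4.06 to -2.37), LCK (0.57 to 1.42), MCAT (-2.13 to -0.44), 2 NOS3 probe sets (-1.21 to -0.21 and -0.91 to -0.20), PNPLA2 (-0.89 to -0.21), SOD1 (-1.29 to -0.63) and TTN (-2.21 to -0.46).

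Of 142 probe sets, counted with their direction and side of the threshold, 138 were the same without quantile normalization, 138 on the deposited scale, 77 after median centring, 129 after cyclic loess, 15 with hybridization control scaling, 137 without offset, 73 with offset 64, 52 with trend and robust, 138 with the methods' t-test, 124 with the covariate and 71 without D8 and 0292. With the filter it was 132 of 136. The threshold was gained by 118 under hybridization control scaling, 90 with trend and robust, 69 with offset 64 and 62 after median centring. Of 34 lists and marker lists, the same direction and side held for 26 without quantile normalization, 26 on the deposited scale, 26 after median centring, 30 after cyclic loess, 28 with hybridization control scaling, 33 without offset, 32 with offset 64, 30 with trend and robust, 31 with the methods' t-test, 27 with the mean of all probe sets, 21 with the estimated correlation, 22 with the covariate and 23 without D8 and 0292. With the filter it was 24 of 33.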

Differences from the paper's values

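The alternative without D8 and 0292 and the covariate were chosen after seeing the data, and the other alternatives here were set before the data were examined. Values that differ by no more than the larger of the replicate SD and the paper's error are called within the error. By the criteria of the methods, a nominal P of at most 0.01 and at least 2-fold, 581 probe sets were higher here, against the paper's 150, and this differed under all 16 alternatives run for the count. Lower were 591 here against the paper's 647, and the total was 1172 against the paper's 797, which are both within 1.5 times. These counts are at 2-fold, while the smallest fold in Table S1 is 3.94. At 4-fold and the same P, 314 were higher and 366 lower here. After median centring these were 174 and 450, and with an offset of 64 they were 126 and 270. Without quantile normalization they were 395 and 299, so the distance from the paper's 150 depends on the fold limit and the scaling.

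For phospholemman (FXYD1) the fold was -7.60 here and the paper's is -36.50. It was within the error after median centring, with hybridization control scaling and without 0292, and differed under the other 15 of 18 alternatives. For NDUFS7 it was -7.33 and the paper's -22.94. It was within the error after median centring, with hybridization control scaling, without offset, without quantile normalization, on the deposited scale and without D7, D8 or 0292, and differed under the other 10. For aconitase 2 (1583716_at) it was -2.11 and the paper's -4.03. It was within the error after cyclic loess and after median centring, and differed under the other 16. For SDHB it was -4.42 and the paper's -7.84, and for phosphodiesterase 1C (1605421_at) it was -4.34 and the paper's -13.27. Both were within the error after median centring, with hybridization control scaling and without D8 or 0292, and differed under the other 14. For transaldolase 1 (1592219_s_at) it was -2.18 and the paper's -4.44, for ECHS1 -3.47 and the paper's -10.63, and for the second GSR probe set, in Table S1, -3.49 and the paper's -12.1. These 3 were within the error after median centring and with hybridization control scaling, and differed under the other 16. For CYBB (gp91) it was 1.46 and the paper's 2.2. It was within the error after cyclic loess, without quantile normalization and on the deposited scale, and differed under the other 15. For MYL6 it was -2.75 and the paper's Table 2 gives 5.13, among genes the table lists as down-regulated, and this differed under all 18 alternatives. The paper's Table S1 lists the same probe set as lower, with a log2 value of -2.36.

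Over Table 2, 8 of the 68 folds differed and 67 had the same sign. The error is an SD of single dogs, so a probe set with a wide spread can lie far off and still be within it. GAPDH, for example, was 24.3-fold lower here and 78.8-fold lower in the paper, and was within the error. Of the 68 folds, 50 were smaller here, with a median gap of -0.44 log2. After median centring 35 were smaller, with a median gap of -0.01. Across the alternatives, 2 of 68 differed after median centring, 19 with hybridization control scaling, 13 after cyclic loess, and 6 to 14 without single dogs. The paper's text gives its decreases of 4 glutathione enzymes in fold as 3.7, 4.7, 3.5 and 2.9. They equal the log2 values of the paper's Table S1 after rounding. On that scale the values here are -2.62 for phospholipid hydroperoxide glutathione peroxidase, -4.32 for GPX1, -3.08 for GSR and -3.09 for glutathione S-transferase P, and 0 of the 4 differed. The first differed under 8 of 18 alternatives, which are cyclic loess, no quantile normalization, the deposited scale, offset 64 and without D5, D6, D7 or 0292, GPX1 differed with offset 64, and glutathione S-transferase P without D8.

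The paper calls its printed genes significantly changed. Of the 84 probe sets, 35 passed the criteria of the methods here and 0 passed limma's adjusted p, with 76 at an unadjusted p under 0.05. The criteria called 39 without quantile normalization, 39 on the deposited scale, 28 after median centring, 34 after cyclic loess, 43 with hybridization control scaling, 33 without offset, 39 with offset 64, 51 without D8 and 37 without 1111, and 12 to 23 without any other single dog. With the covariate, chosen after seeing the data, they called 4. An adjusted p under 0.05 called 42 after median centring, 8 after cyclic loess, 80 with hybridization control scaling, 43 with offset 64, 2 with the filter, 58 with trend and robust, 37 without D8 and 28 without 1111. Without D8 and 0292, chosen after seeing the values, 47 passed the adjusted p and 37 of the 84 did not. Of the 797 probe sets in Table S1, 281 tested ones passed the criteria here and 220 to 315 under the alternatives that keep all 8 arrays and were set earlier. Without single dogs, this was 110 to 424, and with the covariate 26.

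The paper gives sideroflexin 2 as lower, with a log2 value of -2.03 in its table, and it was 0.27 here, the only sign that differs among the 797. After median centring, without D8, and without D8 and 0292, all 797 signs were the same, this one included. The paper names troponin C, tropomyosin, calmodulin, SERCA2 and phospholemman as lower, the first 4 of them significantly. Their probe sets in Table 2 were lower here (-1.45, -3.56, -2.24, -2.21 and -2.93 log2) but did not pass the criteria of the methods. Of the genes named with them, troponin I and RYR2 did pass. It names the beta globin gene as strongly lower, and its probe set was -4.36 here and did not pass the criteria of the methods, while the MB probe set, at -5.03, passed. Where the paper reports most changed genes as lower, 591 of 1172 were lower here (50.4%), 663 after median centring against 313 higher, and 2574 with hybridization control scaling against 22 higher. At 4-fold, nearer the smallest fold of Table S1, 366 were lower and 314 higher (53.8% lower). After median centring these were 450 and 174, but after cyclic loess 319 were lower and 395 higher.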

Other observations

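The tests of this part, on lists, markers and splits of the arrays, were set before the result was seen, apart from the covariate and the fit without D8 and 0292 within the ranges. Heat shock proteins, which refold damaged proteins, were lower in 12 of 15 genes in DM dogs, with a median of -0.77 (camera, adjusted p = 0.0504, and adjusted p = 0.288 with an estimated correlation). HSPB1 had a log2 fold change of -3.86 (SE 0.94, adjusted p = 0.0891) and HSPB8 a log2 fold change of -2.08 (SE 0.61, adjusted p = 0.130). The list missed the threshold, and passed in 12 of 22 alternatives, among them without D6 (adjusted p = 0.0381), without D7 (adjusted p = 0.0445) and without 1111 (adjusted p = 0.0340, 0.0145 to 0.288 over the alternatives). Insulin signalling and glucose uptake had 10 of 14 genes lower, with a median of -0.82 (camera, adjusted p = 0.0567, and adjusted p = 0.217 with an estimated correlation). PIK3R1, which couples insulin receptors to their kinase, had a log2 fold change of -2.95 (SE 0.80, adjusted p = 0.110), and TSC2, a brake on growth signalling, had a log2 fold change of -2.69 (SE 0.69, adjusted p = 0.0962). TSC2 averaged 5.30 log2 in DM dogs, as low as the weakest control levels (4.35 to 5.77), so the size of the decrease depends on the offset. Both genes of ketone body use were lower, BDH1 with a log2 fold change of -1.87 (SE 0.79, adjusted p = 0.257) and ACAT1 with a log2 fold change of -1.99 (SE 0.64, adjusted p = 0.152), with a median of -1.93 (camera, adjusted p = 0.0567, and adjusted p = 0.217 with an estimated correlation). With limma, 0 genes of these 3 lists passed over all probe sets. Their counts at an unadjusted p were 6, 4 and 2 lower and 0, 1 and 0 higher, and 2 of each were lower adjusted over the list alone. In control dog D8 the medians were -0.42, -0.62 and -1.04 log2 against D5, D6 and D7.

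The unfolded protein response had 8 genes lower and 6 higher, a median of -0.12, a mean of -0.02 and the direction up in camera (adjusted p = 0.752, and adjusted p = 0.777 with an estimated correlation), and its median was 0.01 without quantile normalization. DNAJC3 had a log2 fold change of 2.87 (SE 0.61, adjusted p = 0.0711) and PDIA4 a log2 fold change of -3.45 (SE 0.87, adjusted p = 0.0938). Of 33 genes of chromatin and RNA processing, 18 were higher, with a median of 0.08 (camera, adjusted p = 0.0567, and adjusted p = 0.288 with an estimated correlation). The median was -0.31 after median centring and -1.99 with hybridization control scaling, where those of all probe sets were -0.19 and -1.65. This list passed without D8 (adjusted p = 0.0400, 0.0187 to 0.453 over the alternatives). SMARCA5, a chromatin remodeller, had a log2 fold change of 3.25 (SE 0.65, adjusted p = 0.0664). Extracellular matrix had 18 of 29 genes lower, with a median of -0.30 (camera, adjusted p = 0.921, and adjusted p = 0.940 with an estimated correlation). COL15A1, a collagen of basement membranes, had a log2 fold change of -2.11 (SE 0.59, adjusted p = 0.115). Fetal and stress genes had 3 of 5 higher, with a median of 0.51 (camera, adjusted p = 0.752, and adjusted p = 0.777 with an estimated correlation). With hybridization control scaling their median was -1.43, where that of all probe sets was -1.65. ANKRD1 had a log2 fold change of 0.87 (SE 0.70, adjusted p = 0.562), which became 0.49 without 0294 and 1.37 without 1087, and ATF4 had a log2 fold change of -0.70 (SE 0.61, adjusted p = 0.595), which became -0.34 without 1087. In these 4 lists 0 genes passed limma over all probe sets. Their counts at an unadjusted p were 2, 10, 2 and 0 higher and 2, 3, 4 and 0 lower, and adjusted over the list alone 2, 8, 1 and 0 were higher and 1, 2, 2 and 0 lower. In D8 the medians were -0.28, 0.43, -0.69 and 0.35 log2 against D5, D6 and D7.

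Markers of cardiomyocytes were lower in all 9 genes, with a median of -1.92 (camera, adjusted p = 3.65e-06, and adjusted p = 0.229 with an estimated correlation), and smooth muscle markers in 4 of 5, with a median of -1.85 (camera, adjusted p = 0.0315, and adjusted p = 0.229 with an estimated correlation). The latter did not pass without 0292 (adjusted p = 0.0577, 0.00557 to 0.244 over the alternatives). SMTN, of the smooth muscle cytoskeleton, had a log2 fold change of -3.89 (SE 0.91, adjusted p = 0.0871). Among random lists matched on control level, the cardiomyocyte markers lie at percentile 1.73 and the smooth muscle markers, inside the middle 95%, at 4.75. Macrophage markers were higher in 9 of 15, with a median of 0.52 (camera, adjusted p = 0.0880, and adjusted p = 0.598 with an estimated correlation). With hybridization control scaling their median was -1.36, where that of all probe sets was -1.65. The list passed without 0294 (adjusted p = 0.00337) and without D7 (adjusted p = 0.0278, 0.00337 to 0.598 over the alternatives). The protease CTSS was 11.03 ± 0.91 log2 in control dogs and 14.37 ± 0.59 in DM dogs (SD, n = 4 each), a log2 fold change of 3.34 (SE 0.64, adjusted p = 0.0606), and the lysozyme gene LYZ was 11.79 ± 0.90 log2 in control dogs and 15.16 ± 0.83 in DM dogs, a log2 fold change of 3.37 (SE 0.67, adjusted p = 0.0638). Fibroblast markers were lower in 5 of 6, with a median of -1.13 (camera, adjusted p = 0.234, and adjusted p = 0.598 with an estimated correlation), and endothelial markers in 4 of 6, with a median of -0.77 (camera, adjusted p = 0.839, and adjusted p = 0.866 with an estimated correlation). DCN, a matrix proteoglycan, had a log2 fold change of -1.83 (SE 0.78, adjusted p = 0.258), and the endothelial receptor FLT1 had a log2 fold change of 2.10 (SE 0.70, adjusted p = 0.166).

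Adipocyte markers had a median of -0.68 (camera, adjusted p = 0.542, and adjusted p = 0.598 with an estimated correlation) and platelet markers a median of -0.19 (camera, adjusted p = 0.910, and adjusted p = 0.931 with an estimated correlation). The 6 markers of other leukocytes had a median of -0.16, a mean of 0.06 and the direction up (adjusted p = 0.839, and adjusted p = 0.866 with an estimated correlation). Without quantile normalization the medians of platelets and other leukocytes were above 0, at 0.17 and 0.26. The red blood cell list, with 1 gene, lay at 2.79 and 3.17 log2 in 0292 and 0294 and at -0.31 and -0.41 in 1087 and 1111 against D5, D6 and D7, while D5, D6 and D7 lay at -1.09, 2.13 and -1.04 against the other 2 of them. Of the marker genes, 0 passed limma over all probe sets. For cardiomyocytes, smooth muscle, macrophages, fibroblasts and endothelial cells, 0, 0, 2, 0 and 1 were higher and 7, 3, 0, 0 and 1 lower adjusted over the list alone, and 0, 0, 4, 0 and 1 higher and 7, 3, 0, 2 and 1 lower at an unadjusted p. For adipocytes, platelets and other leukocytes all these counts were 0. The medians in D8 against D5, D6 and D7 were -1.33, -0.73, -0.38, -1.56 and -0.98 log2. Heart muscle also expresses the smooth muscle marker DES, and the cardiomyocyte markers are also in the sarcomere, calcium or antioxidant lists. The hearts were not sorted by cell type.

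Of the 35 splits of the 8 arrays into 4 and 4, the split by diabetes gave 1172 probe sets past the criteria of the methods. The highest other gave 900. The split by diabetes also gave 11 lists past camera with the preset correlation, and the highest other gave 9. For each count 1 split was as large, the fewest that 35 splits allow, so chance is unlikely but not excluded. An array batch would follow the same split, so these counts cannot tell it from diabetes. For the lists the result holds for the preset correlation alone. With the estimated correlation the adjusted p of these 11 lists was 0.217 to 0.288. For the 4 probe sets past limma's adjusted p chance cannot be excluded, since 2 splits were as large and the highest other gave 20. That split sets D5, D6, D7 and 1111 against D8, 0292, 0294 and 1087, and the same split gave the 900, with 8 lists past camera. It sets the 4 arrays with the lowest hybridization controls (13.09 to 15.17 log2) against the 4 with the highest (15.77 to 17.72). A difference in array quality may thus give counts of this size.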
